# Multiple light signaling pathways control solar tracking in sunflowers

**DOI:** 10.1371/journal.pbio.3002344

**Published:** 2023-10-31

**Authors:** Christopher J. Brooks, Hagop S. Atamian, Stacey L. Harmer

## Abstract

Sunflowers are famous for their ability to track the sun throughout the day and then reorient at night to face east the following morning. This occurs by differential growth patterns, with the east sides of stems growing more during the day and the west sides of stems growing more at night. This process, termed heliotropism, is generally believed to be a specialized form of phototropism; however, the underlying mechanism is unknown. To better understand heliotropism, we compared gene expression patterns in plants undergoing phototropism in a controlled environment and in plants initiating and maintaining heliotropic growth in the field. We found the expected transcriptome signatures of phototropin-mediated phototropism in sunflower stems bending towards monochromatic blue light. Surprisingly, the expression patterns of these phototropism-regulated genes are quite different in heliotropic plants. Most genes rapidly induced during phototropism display only minor differences in expression across solar tracking stems. However, some genes that are both rapidly induced during phototropism and are implicated in growth responses to foliar shade are rapidly induced on the west sides of stems at the onset of heliotropism, suggesting a possible role for red light photoreceptors in solar tracking. To test the involvement of different photoreceptor signaling pathways in heliotropism, we modulated the light environment of plants initiating solar tracking. We found that depletion of either red and far-red light or blue light did not hinder the initiation or maintenance of heliotropism in the field. Together, our results suggest that the transcriptional regulation of heliotropism is distinct from phototropin-mediated phototropism and likely involves inputs from multiple light signaling pathways.

## Abstract 2

Sunflowers are famous for their ability to track the sun throughout the day and then reorient at night to face east the following morning. This study uses gene expression and light manipulation approaches to reveal that sunflowers use multiple photoreceptors and distinct growth pathways to generate daytime and nighttime bending movements during heliotropism.

## Introduction

Plants display an extraordinary ability to alter their growth in response to environmental cues, a phenomenon that has fascinated scientists for hundreds of years. With light being a necessary resource, plants use alterations in light quality, intensity, and direction as cues to direct different growth behaviors [1,2]. This is accomplished using a wide range of photoreceptors, which sense these changes in light and then signal appropriate growth responses. For example, phytochromes are red/far-red photoreceptors that allow plants to sense neighbors and alter growth in an attempt to outgrow competitors in a process called shade avoidance [3]. Plants can sense UV light with UV RESISTANCE LOCUS8 (UVR8) and blue light with cryptochromes and phototropins [4–6]. These photoreceptors also affect plant form, with UVR8 and cryptochromes playing important roles in photomorphogenesis and the phototropins mediating directional growth towards blue light [7]. Finally, ZEITLUPE is a blue light photoreceptor that conveys information about the light environment to the plant circadian clock [8].

One of the best characterized growth responses in plants is phototropism. During this process, plants grow or bend either towards or away from a directional light source [9]. Research has for decades focused on the mechanisms regulating the phototropic bending of embryonic organs such as hypocotyls towards directional blue light [7]. Work primarily conducted on the *Arabidopsis thaliana* hypocotyl has revealed that the main photoreceptors mediating this response are 2 related membrane-associated protein kinases, *PHOTOTROPIN 1* (*PHOT1*) and *PHOTOTROPIN 2* (*PHOT2*). When exposed to blue light, interactions between phot1 and phot2 and another membrane-associated protein NON-PHOTOTROPIC HYPOCOTYL 3 (NPH3) are disrupted [10]. Although the signaling pathway is not fully understood, the phototropins and NPH3 are essential for the redistribution of auxin, which is carried out by the polar subcellular redistribution of *PIN-FORMED* (*PIN*) auxin transport proteins [11,12]. Auxin redistribution creates an auxin gradient within the hypocotyl, leading to higher auxin levels on the shaded sides of plants compared to the lit sides. In *Brassica oleracea* hypocotyls, phototropism-induced auxin gradients lead to an induction of multiple genes on the shaded sides of the stems. This up-regulation occurred prior to the growth response, suggesting a role for these auxin-induced genes in phototropic growth [13]. These genes include members of the *SMALL AUXIN UP-REGULATED* (*SAUR*) gene family. A subfamily of these auxin-induced SAUR proteins has been reported to inhibit D-CLADE TYPE 2C PROTEIN PHOSPHATASEs (PP2C-D), which, in turn, promote the phosphorylation and activation of plasma membrane proton ATPases. The subsequent extrusion of protons from cells leads to the acidification of the apoplast and cell expansion [14].

While responding to the environment is critical, plants also respond to internal cues to modulate growth. Plants exhibit autotropic control of posture so as to maintain an erect growth habit [15]. In this process, often called proprioception or autostraightening, portions of a stem bent during a tropic response subsequently straighten in a gravity-independent process [16–18]. The mechanisms underlying this proprioceptive response are still poorly understood; however, it is believed that there is a mechanical sensing component involving the actin–myosin XI cytoskeleton [19]. It has been proposed that specialized fiber cells with large bundles of actin filaments may act as propriocytes, sensing and/or responding to the stem bending [15,19]. While molecular details remain to be determined, there is evidence that, unlike phototropism, this process does not depend upon an auxin gradient across the straightening stem [20,21].

The circadian system has been shown to modulate plant responsiveness to a wide range of environmental cues, including tropic responses to light [22–24]. A functional circadian clock promotes plant fitness by coordinating internal processes with changes in the external environment [25]. The plant circadian oscillator is made up of a complex network of transcriptional regulators that control each other’s expression and expression of thousands of output genes [26]. The circadian clock can generate daily growth patterns, with many plants displaying 24-hour rhythms in stem elongation and leaf movement even when maintained in constant environmental conditions [27].

One growth process that may incorporate responses to light, autostraightening, and circadian regulation is sunflower heliotropism. Sunflowers have an amazing ability to track the sun throughout the day and reorient to face east in anticipation of sunrise the following morning [22]. This solar tracking is accomplished by antiphasic growth patterns on the east and west sides of the stem, with the east side growing more during the day and the west side growing more at night. Sunflowers moved from the field into constant environmental conditions with a fixed overhead light will continue oscillatory east–west stem bending movements for several days, suggesting a role for the circadian clock in solar tracking [22]. Moreover, these tracking movements can be recapitulated in a growth chamber using a simulated moving blue light source, suggesting a role for phototropin-mediated phototropism. Limited gene expression analysis revealed that several homologs of genes involved in auxin signaling are differentially expressed across the east and west sides of heliotropic stems, further suggesting a role for the well-characterized phototropin pathway in this process [22]. Although the above results suggest heliotropism may be a specialized form of phototropism, this has not previously been rigorously examined.

In the current study, we use RNA sequencing to define and compare the transcriptional profiles of sunflowers undergoing heliotropism, phototropism, and autostraightening to better understand relationships between these processes. We find that genes differentially expressed across stems bending towards directional blue light are enriched for auxin-related functions, consistent with previous findings in other species and organs [13]. However, we find limited overlap between genes and pathways differentially expressed across phototropic and autostraightening stems, consistent with distinct mechanisms regulating these responses. To our surprise, our analysis of genes differentially expressed across solar tracking stems also revealed limited similarity between the transcriptomic signatures of blue light–mediated phototropism and heliotropism. This prompted us to examine gene expression across the stems of plants just initiating solar tracking. Interestingly, genes differentially expressed during the onset of heliotropism are distinct both from those differentially expressed in established solar trackers and in plants bending towards blue light in a growth chamber. Instead, we find that genes implicated in shade avoidance responses have rapidly increased expression on the west sides of stems during the onset of heliotropism, suggesting a possible role for phytochrome photoreceptors in this process. However, depletion of red and far-red or of blue light had little effect on the initiation or maintenance of solar tracking in the field. Collectively, our data suggest that heliotropism is transcriptionally regulated by mechanisms distinct from classic phototropin-mediated phototropism and is likely controlled by multiple light signaling pathways.

## Results

### Little overlap between transcripts differentially expressed on the growing sides of stems during phototropism and autostraightening

Heliotropic plants bend from east to west during the day then from west to east during the night. We previously demonstrated a role for the circadian clock in this process [22], but the involvement of other signaling pathways has not been extensively investigated. We wished to explore the possibility that daytime movements rely upon the phototropin signaling pathway and that nighttime reorientation involves an autostraightening response. Autostraightening, also known as autotropism, has been most widely studied in plant organs undergoing a gravitropic response [17,28]. To investigate whether sunflower stems responding to a light cue also show this behavior, we exposed 2-week-old sunflower plants grown in light/dark cycles to unidirectional blue light and monitored stem angle over many hours (Fig 1A). We found that while plants initially bend rapidly towards the light source, after around 10 hours of continuous illumination, they indeed bend away from the light in an autostraightening response (Fig 1B).

**Fig 1:**
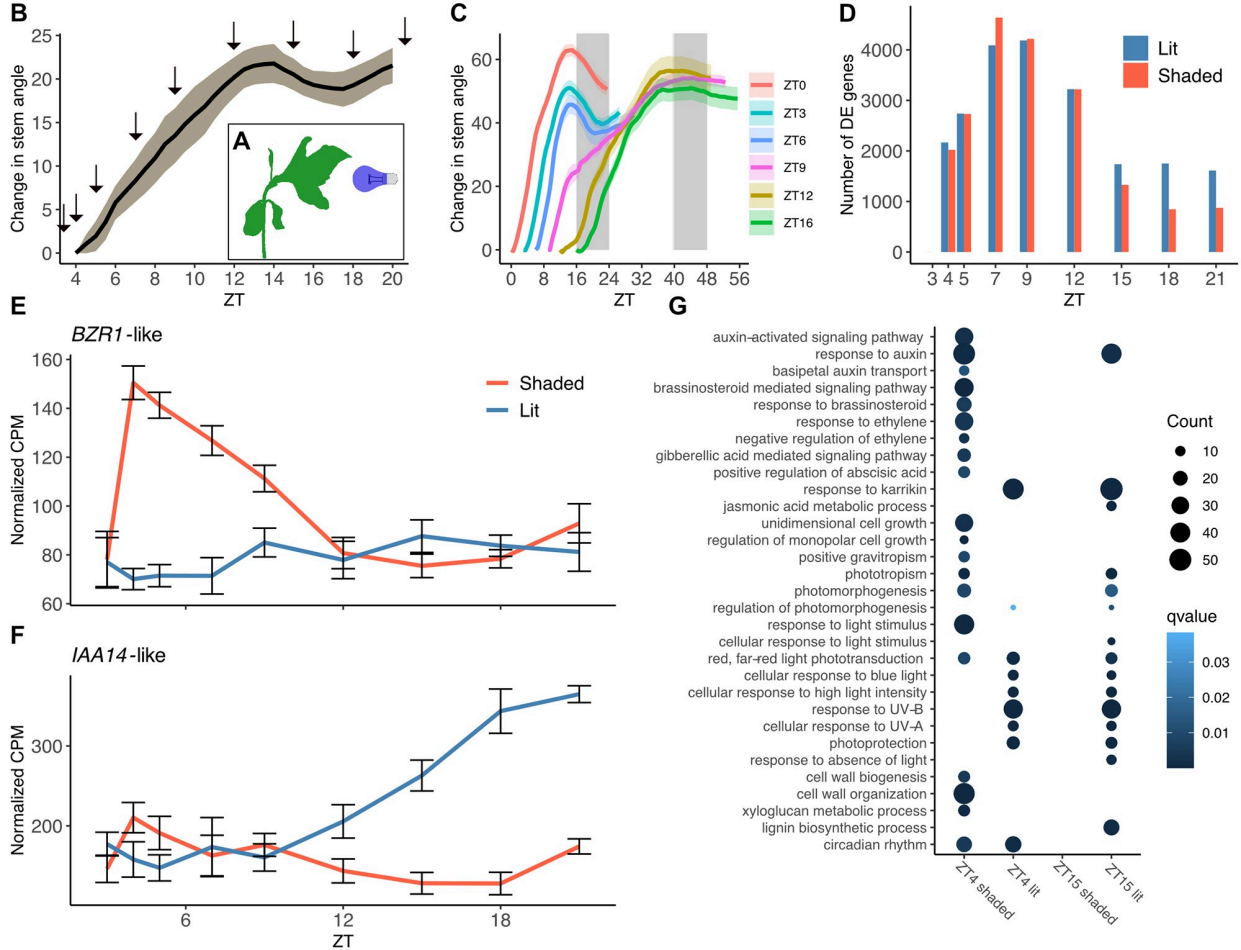
Phototropic and autostraightening response in sunflower stems. **(A)** Schematic of experimental design. **(B)** Changes in mean stem angles over time for 2-week old sunflower plants stimulated with unidirectional blue light at 3 hours after dawn (*n* = 3). Arrows indicate times of tissue collection for phototropism RNA-seq. **(C)** Change in mean stem angles over time for 2-week old sunflower plants stimulated with unidirectional blue light starting at different times of day (*n =* 6–9). White and gray areas represent subjective day and subjective night. Ribbons represent SEM. **(D)** Numbers of genes significantly more highly expressed on the lit (blue) or shaded (red) sides of stems are indicated. Significance determined using FDR < 0.05, based on pairwise comparisons of gene expression on the shaded and lit sides of the stem at indicated times. **(E, F)** Normalized CPM of *BZR1*-like (*Ha412HOChr14g0662481*) and *IAA14*-like (*Ha412HOChr03g0143141*) over time on shaded and lit sides of stems (mean +/− SEM, *n =* 6). **(G)** GO enrichment analysis of genes differentially expressed genes during phototropism at ZT4 and ZT15. All terms for processes involved in light signaling, hormone regulation, and growth are shown for lit and shaded sides of stems. The underlying raw data may be found in S1 Data for Fig 1D; in S2 Data for Fig 1G; in S13 Data for Fig 1B and 1C; and at NCBI GEO, accession GSE229654, for Fig 1E and 1F. CPM, counts per million; FDR, false discovery rate; GO, gene ontology; SEM, standard error of the mean; ZT, Zeitgeber Time.

We previously showed that sunflower phototropism is gated by the circadian clock, such that the degree of bending towards a unidirectional blue light over a 4-hour period is dependent on the time of day the stimulus is given [22]. We therefore next tested whether the autostraightening response is also time-of-day dependent: We exposed 2-week-old chamber-grown sunflowers to unidirectional blue light at 6 different time points, ranging from the normal time of lights on (Zeitgeber Time 0, or ZT0) to lights off (ZT16) (Fig 1C). Sunflowers exposed to unidirectional blue light during the first part of the day (ZT0, ZT3, and ZT6) displayed a similar autostraightening response, in all cases beginning at around ZT14. However, plants exposed to unilateral light in the later part of the day (ZT9, ZT12, and ZT16) did not undergo autostraightening at ZT14, nor did they autostraighten when they reached a maximum bending angle many hours later. This suggests autostraightening is gated by the circadian clock, such that the timing of the onset of phototropic bending influences the ability of the plant stem to autostraighten.

We next wished to identify genes with expression patterns correlated with sunflower autostraightening and phototropism. Many signaling components involved in phototropism have been characterized; however, most of this work has been done using the hypocotyls or coleoptiles of etiolated plants [7]. Moreover, little is known about the molecular mechanisms involved in autostraightening [17]. To identify candidate genes and pathways involved in sunflower stems undergoing phototropism and subsequent autostraightening, we performed RNA sequencing. Two-week-old light-grown plants were placed in front of unidirectional blue light at ZT3, a time permissive for robust phototropism and subsequent autostraightening. Stem peels, consisting of epidermal, cortex, and vascular tissue (S1 Fig), were collected from the lit and shaded sides of bending stems at 9 time points over an 18-hour period (Fig 1B). 

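The 9 time points ran from ZT3, when the blue light was switched on, to ZT21, and stem peels of 2 plants were pooled in each library. With 6 libraries per side and time point, the comparison of lit and shaded sides rests on 54 libraries of each side. The authors filtered the reads by quality, assigned them to transcripts with salmon and deposited an estimated count per gene, without normalization. Salmon shares a read that matches several similar transcripts among them, so an estimated count need not be whole, and close members of a gene family can exchange reads. The estimated counts summed to 5116334 to 28394943 per library on shaded sides (median 11194425) and to 4485611 to 27997805 on lit sides (median 11119560). Here they were rounded to whole numbers, and the 32644 genes with at least 10 counts in at least 6 libraries were tested with edgeR's quasi-likelihood test. Library sizes were scaled by the TMM method, and each side and time point formed 1 group of a joint model. P values were adjusted over the genes tested at each time point by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were taken as differentially expressed. Fold changes are shaded over lit, so that a negative log2 fold change means higher expression on the lit side. Normalized expression is given in CPM (counts scaled to library size) as mean ± SD, and libraries of both sides with the same time point and replicate number are referred to as pairs.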

RNA was extracted, libraries constructed, and whole transcriptome sequencing was performed using the Illumina HiSeq platform. Reads were mapped to the Ha412HOv2 genome using the Eugene annotation [29]. Genes differentially expressed across the stem were determined by pairwise comparisons of gene expression between the lit and shaded sides at each time point. We found thousands of genes are differentially expressed across the 2 sides of stems, starting at 1 hour after exposure to the blue light and persisting until the end of our experiment (Fig 1D and S1 Data).

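At ZT3, as the light was switched on, 1 of 32644 genes was differentially expressed between the sides (450 genes at an unadjusted p under 0.05). This gene, Ha412HOChr07g0288441, was singled out after its values were seen. It had 7407 counts (601 CPM) in lit replicate 4 and at most 5.27 CPM in each of the other libraries, and without replicate 4 there were 0 differentially expressed genes at ZT3. At ZT4, 1 hour after the light was switched on, 3532 genes were differentially expressed, 1681 of them more highly expressed on the shaded side and 1851 on the lit side. The number rose to 4608 genes at ZT5 (2204 shaded, 2404 lit) and to 7599 at ZT7 (3735 shaded, 3864 lit). It then fell from 7268 at ZT9 (3270 shaded, 3998 lit) and 5451 at ZT12 (2386 shaded, 3065 lit) to 2525 at ZT15 (982 shaded, 1543 lit), 2124 at ZT18 (717 shaded, 1407 lit) and 2030 at ZT21 (714 shaded, 1316 lit). In total, 13807 genes were differentially expressed at 1 or more of the 9 time points. A paired model with the replicate number as a block was fitted as an alternative. The paired model gave 0 differentially expressed genes at ZT3 (1786 at an unadjusted p under 0.05), 6777 at ZT4, 8616 at ZT5, 12189 at ZT7, 11988 at ZT9, 10347 at ZT12, 6532 at ZT15, 5681 at ZT18 and 5711 at ZT21. Of the 3532 genes at ZT4, 3488 remained in the paired model. Without replicate 1, the number at ZT21 was 1349 genes. With only the libraries of ZT4 in the model, 1694 genes were differentially expressed at that time.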

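Of the genes that were differentially expressed at ZT4 and had a mean of at least 10 CPM over all libraries, 850 showed no overlap between the values of the sides, which a gene without a difference shows with a chance of 0.0022. Among these, Ha412HOChr01g0042391 (a homolog of AT5G60390) had the largest fold change toward the shaded side, with 5.79 ± 2.95 CPM (SD, n = 6) on shaded and 0.448 ± 0.184 CPM on lit sides. Its log2 fold change was 3.62 (standard error 0.52, edgeR adjusted p = 5.32e-08), with higher expression on the shaded side in 6 of 6 pairs, although the lit libraries held only 2 to 13 counts each. The largest fold change toward the lit side was that of Ha412HOChr14g0683131 (a homolog of AT1G17860), with 0.662 ± 0.688 CPM on shaded and 13.7 ± 8.51 CPM on lit sides. Its log2 fold change was -4.50 (standard error 1.06, edgeR adjusted p = 0.00112) and it was higher on the lit side in 6 of 6 pairs, with 1 to 16 counts in the shaded libraries.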

To implicate distinct biological processes in these bending responses, gene ontology (GO) enrichment analysis was performed on genes differentially expressed at each time point. 

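Gene lists were taken from the GO terms of the paper's supplementary tables, and each list was tested only in the experiment from which it had not been drawn. The 12 lists that the tables give in full were tested with limma's camera (correlation between genes preset at 0.01), and p values were adjusted over all 87 tests of a list at a time point. Of these tests, 57 had an adjusted p under 0.05 with camera, 46 with fry, 28 with camera when it estimated the correlation from the libraries, and 60 with camera and the pairs as a block. The 5 genes listed for the cellular response to blue light in field-grown stems are Ha412HOChr03g0133601, Ha412HOChr03g0133701, Ha412HOChr03g0133761, Ha412HOChr03g0133811 and Ha412HOChr07g0326191. Of these, 4 have neighboring gene numbers on chromosome 3, and similar copies that share reads do not give independent values. At ZT3 the median log2 fold change of the list was 0.04 (camera adjusted p = 0.991; higher on the shaded side in 3 of 6 pairs). At ZT4 it was -3.11 (camera adjusted p = 8.48e-20), and the list was lower on the shaded side in 6 of 6 pairs. All 5 genes were differentially expressed at ZT4 over all genes tested, and 5 adjusted over the list alone. From ZT5 to ZT21 the median lay between -4.85 (ZT7, camera adjusted p = 2.29e-19) and -3.38 (ZT15, camera adjusted p = 2.29e-19), with all 5 genes differentially expressed at each time point and the list lower on the shaded side in 6 of 6 pairs. Each of these calls from ZT4 on held under fry and under the estimated correlation.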

As expected, genes rapidly up-regulated on the lit sides of stems were enriched for homologs of genes involved in blue light and UV responses (Fig 1G). As also expected based on previous studies of phototropism [12,13,30], homologs of auxin-responsive and auxin signaling genes were significantly enriched among transcripts quickly up-regulated on the shaded sides of stems (Figs 1G and S2 and S2 Data; note that sunflower gene IDs for every enriched GO term are listed in these files). 

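As a list from other libraries, 17 genes that the paper's supplementary tables give under the auxin-activated signaling pathway for field-grown stems were tested in the phototropism libraries. At ZT3, their median log2 fold change was -0.02 (camera adjusted p = 0.456; higher on the shaded side in 4 of 6 pairs). At ZT4, it was 0.45, or 0.51 with the gene that lies at or under 3 counts on 1 side set at that bound, and the list was higher on the shaded side in 6 of 6 pairs (camera adjusted p = 1.70e-06). With fry, with camera's estimated correlation and with the pairs as a block, the adjusted p lay from 2.93e-06 to 0.0157. Of the list, 7 genes were differentially expressed at ZT4 over all genes tested and 8 adjusted over the list alone. Of the 7, 6 were more highly expressed on the shaded side. The exception, named after its values were seen, was Ha412HOChr16g0750251. At ZT5 the median was 0.42 (camera adjusted p = 0.00292; higher on the shaded side in 6 of 6 pairs, from 6.67e-04 to 0.127 in the same 3 alternatives of camera or fry).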

The same was true for genes predicted to act in the signaling pathways of other growth-promoting hormones such as brassinosteroid and gibberellic acid (Fig 1E and 1G). 

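BZR1-like (Ha412HOChr14g0662481) was expressed at 149 ± 14.9 CPM (SD, n = 6) on the shaded sides and 69.6 ± 10.4 CPM on the lit sides of stems at ZT4. This is a log2 fold change of 1.10 (standard error 0.16, edgeR adjusted p = 1.41e-07), and expression was higher on the shaded side in 6 of 6 pairs. The log2 fold change was 0.97 at ZT5 (edgeR adjusted p = 2.71e-06, 6 of 6 pairs) and 0.80 at ZT7 (edgeR adjusted p = 7.98e-05, 6 of 6 pairs). At ZT4, the gene was differentially expressed in each of the 12 alternative analyses, 1 of which was chosen after seeing the data, with log2 fold changes from 1.04 to 1.17 and an edgeR or DESeq2 adjusted p from 2.19e-14 to 1.39e-04.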

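A list of 15 genes that the supplementary tables give under cell wall organization for field-grown stems was tested in the same way. At ZT4, its median log2 fold change was 0.35 (camera adjusted p = 9.69e-07), and the list was higher on the shaded side in 6 of 6 pairs. Over the 3 alternatives, the camera or fry adjusted p lay from 4.61e-08 to 0.117. At this time 5 genes of the list were differentially expressed over all genes tested and 7 adjusted over the list alone. The 5 genes, named after their values were seen, were Ha412HOChr01g0007471, Ha412HOChr02g0086981, Ha412HOChr11g0492571, Ha412HOChr14g0673851 and Ha412HOChr15g0707661. At ZT5 the median was 0.77 (camera adjusted p = 2.40e-13, 6 of 6 pairs; from 1.09e-15 to 0.0184 over the alternatives), and 12 genes were differentially expressed (14 adjusted over the list alone). The median was 0.67 at ZT7 (camera adjusted p = 4.61e-07, 6 of 6 pairs) and 0.33 at ZT9 (camera adjusted p = 2.81e-04, 6 of 6 pairs), and neither call held with the estimated correlation. At ZT3 it was -0.09 (camera adjusted p = 0.160, higher on the shaded side in 2 of 6 pairs), and at ZT12 0.11 (camera adjusted p = 0.119, 4 of 6 pairs). At ZT18 it was -0.24 (camera adjusted p = 0.0699; lower on the shaded side in 5 of 6 pairs), which the paired model changed to a camera adjusted p of 0.0132. The camera or fry adjusted p for ZT18 ranged from 0.0132 to 0.643 over fry, the estimated correlation and the pairs as a block.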

Consistent with the onset of bending occurring within 1 hour after light stimulation (Fig 1B), homologs of genes involved in cell growth and cell wall processes were also enriched among those rapidly up-regulated on the shaded sides of stems. Overall, these data are consistent with previous studies suggesting that phototropic bending towards blue light is mediated by the redistribution of auxin towards the shaded sides of stems [12,31].

Interestingly, we also observed a highly significant enrichment of genes implicated in translational and ribosomal processes among those up-regulated on the shaded sides of stems between ZT7 and ZT15 (S3 Fig). 

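The supplementary tables list 11 genes under ribosome biogenesis and 18 genes under cytoplasmic translation for field-grown stems, and both lists were tested in the phototropism libraries. At ZT4, the median log2 fold change was -0.14 for ribosome biogenesis (camera adjusted p = 0.435, higher on the shaded side in 1 of 6 pairs) and -0.13 for cytoplasmic translation (camera adjusted p = 0.329, 1 of 6 pairs). At ZT7, the medians were 0.87 (camera adjusted p = 2.03e-08) and 0.83 (camera adjusted p = 1.84e-12), and both lists were higher on the shaded side in 6 of 6 pairs. All 11 genes of ribosome biogenesis and all 18 of cytoplasmic translation were differentially expressed at ZT7 over all genes tested, and 11 and 18 adjusted over the list alone. The medians were 0.86 and 0.86 at ZT9, 0.83 and 0.87 at ZT12, and 0.52 and 0.59 at ZT15, with camera adjusted p of 3.74e-07 and 2.46e-13 at ZT15 (6 of 6 pairs for each list). From ZT7 to ZT15, both lists passed 0.05 with fry as well, but not with camera's estimated correlation. At ZT5 the medians were 0.19 (camera adjusted p = 0.170, 5 of 6 pairs) and 0.18 (camera adjusted p = 0.0573, 5 of 6 pairs). With the pairs as a block, the camera adjusted p at ZT5 was 0.0442 and 0.00752, within a range over the alternatives of 0.0442 to 0.755 and of 0.00752 to 0.716. At ZT3 both lists passed with camera (medians 0.10 and 0.09, camera adjusted p = 0.0249 and 0.00811) but not with fry. At ZT18 the medians were -0.03 (camera adjusted p = 0.991, 3 of 6 pairs) and 0.01 (camera adjusted p = 0.344, 4 of 6 pairs).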

The lag between the enrichment of these terms and both the onset of growth (Fig 1B) and the enrichment of hormonal and cell wall–related terms (S3 Fig) suggests that induction of the translation machinery occurs in response to growth rather than as its driver.

We next examined differential gene expression across stems during the autostraightening response, 12 hours after exposure to unidirectional blue light (ZT15) (Fig 1B). Since autostraightening is driven by the faster elongation of cells on the lit sides of stems and phototropism by the faster elongation of cells on the shaded sides of stems [16,32], we speculated that similar growth pathways might be involved in both processes. Indeed, we found homologs of auxin-responsive genes enriched among transcripts up-regulated on the lit sides of stems at ZT15, similar to the enrichment of these types of genes on the shaded sides of stems at ZT4 (Fig 1F and 1G). However, we did not find enrichment for homologs of genes involved in auxin signaling, or brassinosteroid or gibberellic acid signaling or response, among autostraightening genes. Moreover, a direct comparison of genes differentially expressed at ZT4 and ZT15 revealed that few genes were up-regulated both on the shaded sides of stems at ZT4 and on the lit sides of stems at ZT15 (S4 Fig and S3 Data). 

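IAA14-like (Ha412HOChr03g0143141) was expressed at 128 ± 33.3 CPM (SD, n = 6) on the shaded sides and 266 ± 48.3 CPM on the lit sides at ZT15, a log2 fold change of -1.05 (standard error 0.23, edgeR adjusted p = 6.10e-04) with higher expression on the lit side in 6 of 6 pairs. The log2 fold change was -1.41 at ZT18 (edgeR adjusted p = 2.11e-06, 6 of 6 pairs) and -1.06 at ZT21 (edgeR adjusted p = 5.40e-04, 6 of 6 pairs). At ZT4, 208 ± 43.5 CPM on the shaded and 157 ± 53.1 CPM on the lit sides gave a log2 fold change of 0.41, which was not significant (edgeR adjusted p = 0.310, higher on the shaded side in 6 of 6 pairs). That test does not use the pairs, so a difference at ZT4 stays open. AUX/IAA genes form a family of similar sequences, among which salmon can share reads. The largest fold changes at ZT15 were taken among the 1029 differentially expressed genes with a mean of at least 10 CPM and no overlap between the sides, which chance gives with a probability of 0.0022. Toward the lit side it was that of Ha412HOChr08g0360391 (a homolog of AT5G17050), with 0.217 ± 0.259 CPM on the shaded and 37.6 ± 26.5 CPM on the lit sides. Its log2 fold change was -7.57 (standard error 1.12, edgeR adjusted p = 2.23e-07, 6 of 6 pairs), computed against 0 to 5 counts in the shaded libraries. Toward the shaded side it was that of Ha412HOChr06g0273451, with 89.0 ± 14.8 CPM and 17.6 ± 10.8 CPM and a log2 fold change of 2.33 (standard error 0.44, edgeR adjusted p = 7.20e-05, 6 of 6 pairs).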

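The 17 genes of the auxin-activated signaling list from field-grown stems had a median log2 fold change of 0.01 at ZT7 (camera adjusted p = 0.926, higher on the shaded side in 2 of 6 pairs) and of 0.11 at ZT9 (camera adjusted p = 0.991, 1 of 6 pairs). At ZT12 it was -0.31 (camera adjusted p = 0.00516; higher on the lit side in 6 of 6 pairs), which the estimated correlation did not keep. At ZT15 the list was higher on the lit side in 6 of 6 pairs, with a median of -0.88 (camera adjusted p = 2.93e-12, from 1.26e-11 to 3.52e-04 over fry and the other alternatives). At that time 12 genes of the list were differentially expressed over all genes tested, each higher on the lit side, and 12 adjusted over the list alone. The median was -0.67 at ZT18 (camera adjusted p = 5.88e-13, 6 of 6 pairs; 10 genes, 12 adjusted over the list alone) and -0.45 at ZT21 (camera adjusted p = 4.94e-06, 6 of 6 pairs; 9 genes adjusted over the list alone). The list holds the genes of this pathway that the paper found on the west sides of field-grown stems, not all genes of the GO term.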

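Of the 1681 genes more highly expressed on the shaded side at ZT4 and the 1543 more highly expressed on the lit side at ZT15, 64 were in both sets, where chance gives 79.5 among the 32644 genes tested. The odds ratio was 0.789 (two-sided Fisher's exact test, p = 0.0674), which is neither an enrichment nor a depletion at 0.05. It ranged from 0.511 without replicate 1 to 0.972 without replicate 2. The odds ratio rose above 1 in the paired model (1.02, Fisher's exact p = 0.793), without the filter on low counts (1.10, Fisher's exact p = 0.474) and with only the libraries of each time point in the model (1.03, Fisher's exact p = 0.805). With DESeq2 in place of edgeR, it was 0.759 (Fisher's exact p = 0.0277). The set on the lit side at ZT4 shared 589 genes with the set on the lit side at ZT15 (odds ratio 14.6), and the sets on the shaded side at both times shared 95 genes (odds ratio 2.03). The paper's own supplementary set for the lit side at ZT15 holds 1737 genes, of which 1522 are among the 1543 found here. From the limited overlap between the genes and between the enriched categories at ZT4 and ZT15, the paper proposes that phototropic bending and autostraightening are controlled by different growth pathways.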

The limited overlap between enriched functional categories (Figs 1G and S2) and specific genes (S4 Fig) at the phototropic and autostraightening time points suggests that different growth pathways may control these different bending responses.

### The majority of genes expressed in heliotropic stems have diel rhythms with peak expression occurring either before dusk or dawn

Having identified genes implicated in phototropism and autostraightening, we next wanted to investigate patterns of gene expression in plants undergoing heliotropism in natural growth conditions (Fig 2A). We collected peels every 4 hours over 2 days from the east and west sides of 2-week-old sunflowers exhibiting robust solar tracking in the field (Fig 2B). 

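Peels of the west and east sides were collected at 6 times of day on each of 2 days, with 3 libraries per side, time and day and 2 plants pooled in each library, which gave 72 libraries. The authors processed the reads as for phototropic stems and deposited estimated counts, which summed to 5074975 to 26336047 per library on west sides (median 16353877) and to 5666935 to 30834562 on east sides (median 16693549). The median was 19204457 on the first day and 12707573 on the second. After rounding, 34315 genes had at least 10 counts in at least 3 libraries and were tested. Libraries of the same side and time of day were combined over both days, which gave 6 libraries per side, and the sides were compared as in phototropic stems, with west over east as the fold change. A pair is made of the west and the east library with the same day, time and replicate number. For daily rhythms, a cosine curve with a period of 24 hours was fitted to the CPM of the 36 libraries of each side. Its F test was adjusted over the genes of each side by the Benjamini-Hochberg method, and genes with a q under 0.05 were taken as rhythmic. The authors also deposited normalized CPM values of 34071 genes, which were not used here except as an alternative for the rhythms.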

RNA expression analysis was carried out as described for phototropic stems. To visualize the difference in expression profiles between samples, we performed principal component analysis (PCA) [33]. Both PC1 (22.2%) and PC2 (19.8%) separate the samples by time of day, suggesting that time of day rather than side of stem or date of collection is the most influential factor on gene expression in this experiment (Fig 2C).

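The principal components were computed from log2 CPM values (prior count 2) of the 72 libraries, centered and not scaled. PC1 held 22.0% and PC2 19.7% of the variance, followed by 4.80% on PC3 and 3.04% on PC4. The 6 times of day accounted for 98.5% of the variance along PC1, side of stem for 0.00244% and day of collection for 0.569%. Along PC2, the shares were 99.4% for time of day, 0.00422% for side and 0.128% for day. On PC3, time of day accounted for 13.0% and day for 19.6% of the variance. Scaling each gene to unit variance moved PC2 most, to 15.8%, and left PC1 at 22.2%.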

**Fig 2:**
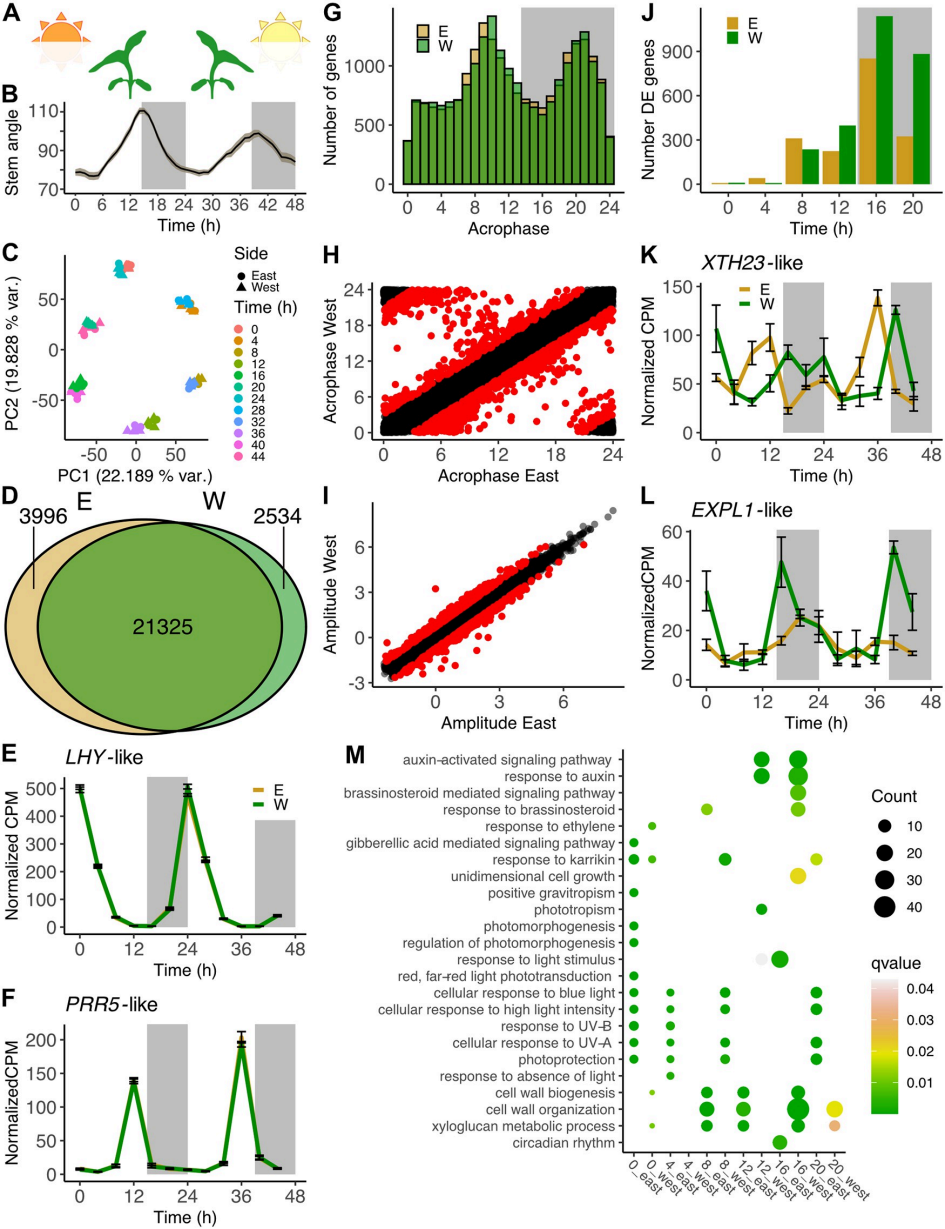
Transcriptome analysis of solar tracking sunflower stems. **(A)** Schematic showing orientation of heliotropic plants at dawn and dusk. **(B)** Stem angles of 2-week-old sunflowers growing in the field (mean plotted with ribbon representing SEM, *n =* 6). White and gray areas represent day and night. **(C)** PCA analysis of gene expression during heliotropism. **(D)** Number of genes with statistically significant diel rhythms on east or west sides of stems (FDR < 0.05). **(E, F)** Normalized expression over time for *LHY*-like (*Ha412HOChr15g0736201*) and *PRR5*-like (*Ha412HOChr08g0350221*) transcripts during heliotropism (mean +/− SEM, *n* = 3). **(G)** Acrophase distribution of genes that are significantly rhythmic on both sides of sunflower stems. **(H)** Acrophases of genes on the east and west sides of stems. Genes with an acrophase difference greater than 3 hours are highlighted in red. **(I)** Amplitudes of significantly rhythmic genes on the east side and west sides of stems. Genes with amplitude differences greater than 2-fold across the stem are highlighted in red. **(J)** Numbers of genes significantly more highly expressed on the east or west sides are indicated (FDR < 0.05). Pairwise comparisons of gene expression on the east and west sides of stems at indicated times. **(K, L)** Normalized expression of *XTH23*-like and *EXPL1*-like transcripts during heliotropism (mean +/− SEM, *n =* 3). **(M)** GO enrichment analysis of genes differentially expressed during heliotropism. All terms shown in Fig 1G are included here for direct comparison. **(E, F, K, L**) Mean values are plotted +/− SEM, *n* = 3. The underlying raw data may be found in S4 Data for Fig 2D and 2G; in S6 Data for Fig 2H; in S7 Data for Fig 2I; in S8 Data for Fig 2J; in S9 Data for Fig 2M; in S13 Data for Fig 2B; and at NCBI GEO, accession GSE229654, for Fig 2C, 2E, 2F, 2K, and 2L. FDR, false discovery rate; GO, gene ontology; PCA, principal component analysis; SEM, standard error of the mean.

To examine daily expression patterns, the Cosinor method available in the R package DiscoRhythm was used to estimate the acrophase, amplitude, and rhythmicity of each expressed gene [34,35]. 

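Of the 34315 genes tested, 25391 were rhythmic on the east side and 23897 on the west side at a q under 0.05. Both sides shared 21366 of these genes, or 62.3% of the genes tested. With the authors' deposited CPM values in place of the values computed here, an alternative chosen after seeing the data, 21325 of 34071 genes were rhythmic on both sides. A q under 0.01 gave 17671 genes, and leaving out replicate 2 gave 17163. When the sampling times were shuffled in 100 draws, the real order included, every other draw gave 0 genes rhythmic on both sides.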

Of the 34,071 expressed genes, 21,325 (62.6%) were assessed as having a diel rhythm (qvalue < 0.05) on both the east and west sides of the stem (Fig 2D and S4 Data). 

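At a q under 0.05, 4025 genes were rhythmic on the east side only and 2531 on the west side only. Of the 4025 genes, 2471 (61.4%) remained rhythmic on the east side at a q under 0.01. Of the 2531 genes, 1345 (53.1%) remained rhythmic on the west side at that threshold. At a q under 0.001, chosen after seeing the data, 1303 (32.4%) and 593 (23.4%) remained. At a q under 0.0001, also chosen after seeing the data, 679 (16.9%) and 244 (9.64%) remained. The cosine curve explained a median of 0.297 of the variance (R²) on the rhythmic side and 0.105 on the other side for genes rhythmic only on the east side, and 0.277 and 0.108 for those rhythmic only on the west side. When the whole comparison was repeated at a q under 0.01, 4322 genes were rhythmic on the east side only and 2534 on the west side only.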

Although some genes appeared to be uniquely rhythmic on one side or the other, most of those are removed if more stringent statistical cutoffs for rhythmicity are applied, suggesting these may represent transcripts with marginal rhythmicity. Therefore, only the 21,325 genes scored as significantly rhythmic on both the east and west sides of stems were used for acrophase and amplitude analysis. These high-confidence rhythmic genes include homologs of core clock genes, *LHY-like* and *PRR5-like* [36], which displayed strong daily rhythms with similar peak phases to their Arabidopsis homologs [37,38] (Fig 2E and sF). 

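LHY-like (Ha412HOChr15g0736201) peaked at ZT0.679 on the east and ZT0.693 on the west side, with an amplitude of 329.9 CPM on the east and 342 CPM on the west side. The cosine curve explained 0.611 of its variance (R²) on the east side (cosinor q = 6.57e-07) and 0.598 on the west side (cosinor q = 1.23e-06). At ZT0 it was expressed at 868 ± 50.1 CPM (SD, n = 6) on the west and 831 ± 39.2 CPM on the east side. PRR5-like (Ha412HOChr08g0350221) peaked at ZT12.2 on the east and ZT12.2 on the west side, with an R² of 0.448 (cosinor q = 1.27e-04) and 0.452 (cosinor q = 1.30e-04). At ZT12 it was expressed at 165 ± 30.4 CPM on the west and 171 ± 35.7 CPM on the east side (SD, n = 6).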

Importantly, there was no significant difference in expression across the 2 sides of the stem either for these or other homologs of core clock genes (Figs 2E, 2F and S5). These data indicate that the circadian clock is robustly rhythmic and entrained to the same phase on the opposite sides of solar tracking stems.

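The paper names 14 genes with homology to core clock genes by their ID, which gives 84 comparisons over the 6 times of day. None of the 84 was significant over all genes tested (0 comparisons, 9 at an unadjusted p under 0.05, lowest edgeR adjusted p = 0.0647), and 0 were significant adjusted over the list alone. Their log2 fold changes lay between -0.55 and 0.47, with 6 libraries per side. All 14 genes were rhythmic on both sides, with an acrophase difference of at most 0.455 hours and an amplitude on 1 side at most 1.21 times that on the other. Some differences passed the threshold in alternative analyses. In the paired model, RVE8-like Ha412HOChr14g0679651 was differentially expressed at ZT8 (log2 fold change 0.39), RVE8-like Ha412HOChr07g0311811 at ZT12 (-0.40), RVE6-like Ha412HOChr16g0792081 at ZT12 (0.27) and PRR7-like Ha412HOChr01g0042171 at ZT16 (0.26). TOC1-like Ha412HOChr02g0065721 passed there as well at ZT20 (-0.29), where the numbers do not pair all libraries. Of these, Ha412HOChr14g0679651 at ZT8 and Ha412HOChr01g0042171 at ZT16 also passed with DESeq2 and with the day as a term of the model, and Ha412HOChr14g0679651 at ZT8 passed without replicate 1 (log2 fold change 0.55). On the first day alone, Ha412HOChr14g0679651 at ZT8 (log2 fold change 0.59) and Ha412HOChr07g0311811 at ZT12 (-0.45) passed.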

We next examined the overall patterns of expression for genes with diel patterns of expression on the east and west sides of stems in field-grown sunflowers. Of these high-confidence rhythmic genes, the majority had peak expression either before dusk or before dawn (Fig 2G). 

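For a day length of 13.5 hours, 29.7% of the 21366 genes rhythmic on both sides had their acrophase in the 6 hours before dusk on the east side and 30.5% on the west side. In the 6 hours before dawn the shares were 30.3% on the east and 30.0% on the west side. Together, the windows before dusk and before dawn held 60.0% of the genes on the east and 60.5% on the west side, where acrophases spread evenly over the day would give 50%. Among bins of 4 hours on the east side, ZT8 to ZT12 held the most genes (21.7%), followed by ZT20 to ZT24 (20.2%), and ZT0 to ZT4 the fewest (13.0%). On the west side, the same bins held 22.2%, 20.2% and 13.4%.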

To identify functional categories enriched among genes with peak expression at distinct times of day, we placed genes into 4-hour bins based on their times of peak expression and performed GO analysis (S5 Data). As expected, genes with peak expression in the early morning (ZT0 to ZT4) were enriched for terms involved in the response to different wavelengths of light and in photoprotection. Genes with peak expression in the first part of the day (ZT4 to ZT8) were enriched for heat response and protein folding, suggesting up-regulation of pathways involved in abiotic stress responses at this time. Genes with peak expression in the afternoon (ZT8 to ZT12) and in the evening (ZT12 to ZT16) were enriched for functions in DNA repair, DNA replication, and the cell cycle, suggesting cell division might be preferentially phased towards the end of the day. Intriguingly, we also found enrichment of genes implicated in RNA modification, especially in chloroplasts and mitochondria, in the afternoon and evening. RNA editing is essential for organelle biogenesis [39], suggesting that replication of endosymbiotic organelles may be coordinated with that of the nuclear genome. Homologs of brassinosteroid signaling components were enriched during the evening and early night (ZT12 to ZT16 and ZT16 to ZT20). This steroid hormone has been shown to play epidermal- and vasculature-specific roles in local and systemic signaling [40–43]; it is possible that one or more of these processes is controlled in a time-of-day–dependent manner. Plant defense-related terms were enriched in the early night (ZT16 to ZT20), consistent with reports of reduced plant susceptibility to fungi and bacterial pathogens in the late night and at dawn compared to near dusk [44–46]. We also found enrichment for autophagy and cell growth terms in the early night (ZT16 to ZT20) and for auxin-related terms in the late night (ZT20 to ZT24). Overall, these data reveal that the majority of the stem transcriptome is rhythmically expressed in field-grown plants and suggest ways in which plant physiology may be temporally partitioned in natural conditions.

### Transcriptome analysis implicates auxin signaling in heliotropic growth at night but not during the day

We next wished to identify genes with different expression patterns on the east and west sides of heliotropic stems. For most genes, the diel expression patterns across the stem are quite similar, consistent with the near-identical patterns of expression of clock genes on the east and west sides of stems (Figs 2E, 2F and S5). However, when comparing the times of peak expression of transcripts significantly rhythmic on the 2 sides, we found that 1,369 genes have acrophase differences of greater than 3 hours on opposite sides of the stem (Fig 2H and S6 Data). Many of these, for example, *XTH23-like*, appear to have different waveforms on the 2 sides as well (Fig 2K). 

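Of the 21366 genes rhythmic on both sides, 1375 had acrophases more than 3 hours apart, and the median difference was 0.753 hours. Of the 1375 genes, 1018 (74.0%) peaked later on the east side and 357 later on the west side. A q under 0.01 moved the number most, to 759 genes. Without replicate 2, 829 genes differed by more than 3 hours. With sides exchanged at random within pairs of libraries, the other draws of 100 gave a median of 199 genes and at most 704.

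**Figure D1:**
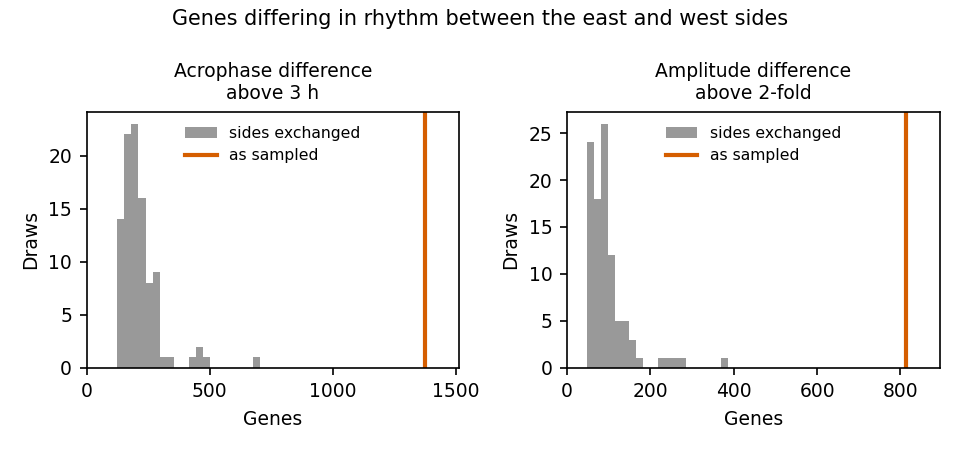
Numbers of genes with an acrophase difference above 3 hours (left) and with an amplitude difference above 2-fold (right) in the draws with the sides of library pairs exchanged (bars, number of draws) and as sampled (line). The draws reach at most 704 and 386 genes, below the 1375 and 813 as sampled.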

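XTH23-like (Ha412HOChr05g0208181) peaked at ZT10.4 on the east and ZT19.1 on the west side, so that the east side peaked earlier (difference -8.73 hours, east minus west), with similar amplitudes (28.5 CPM and 25.2 CPM). The curve explained 0.359 of the variance (R²) on the east side (cosinor q = 0.00120) and 0.274 on the west side (cosinor q = 0.00878). Without replicate 3 the acrophase difference was -10.5 hours. Expression at ZT8 was 34.5 ± 12.8 CPM (SD, n = 6) on the west and 74.2 ± 18.8 CPM on the east side, a log2 fold change of -1.11 (standard error 0.27, edgeR adjusted p = 0.0133) with higher values on the east side in 6 of 6 pairs. It was 45.2 ± 12.9 CPM and 118 ± 28.5 CPM at ZT12, with a log2 fold change of -1.38 (standard error 0.27, edgeR adjusted p = 8.89e-04, 6 of 6 pairs). At ZT16 the west side was higher in 6 of 6 pairs, with 104 ± 25.7 CPM against 32.3 ± 11.7 CPM and a log2 fold change of 1.70 (standard error 0.27, edgeR adjusted p = 9.39e-06). The difference at ZT16 passed in each of the 12 alternative analyses, of which 1 was chosen after seeing the data. At ZT8 it passed in 9 of 12 (edgeR or DESeq2 adjusted p from 1.87e-04 to 0.529), not on the second day alone or without replicate 2 (log2 fold change -0.95) or replicate 3. At ZT12 it passed in 10 of 12 (edgeR or DESeq2 adjusted p from 5.85e-06 to 0.317), not on the first day alone or without replicate 3 (-1.22).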

We next compared the rhythmic amplitude of transcripts on the east and west sides of stems (Fig 2I and S7 Data). As was true for our phase analysis, most genes were very similar, with only 811 having a greater than 2-fold difference in amplitude across the stem. Some of these transcripts, such as *EXPL1-like*, have much higher overall expression levels on one side of the stem compared to the other (Fig 2L).

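Amplitudes differed by more than 2-fold for 813 of the 21366 genes rhythmic on both sides, with the larger amplitude on the east side for 383 and on the west side for 430. Of the 811 genes in the paper's supplementary list, 769 (94.8%) were among the 813. A q under 0.01 moved the number most, to 430, and without replicate 2 it was 502. In draws with the sides exchanged at random within pairs, the median was 88 genes.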

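EXPL1-like (Ha412HOChr17g0838151) had an amplitude of 17.4 CPM on the west and 4.51 CPM on the east side, a ratio of 3.86, and a mean level of the curve of 22.0 CPM on the west and 14.1 CPM on the east side. The curve explained 0.489 of the variance (R²) on the west side (cosinor q = 4.50e-05) and 0.237 on the east side (cosinor q = 0.0172). At ZT16 it was expressed at 50.7 ± 11.9 CPM (SD, n = 6) on the west and 15.5 ± 3.73 CPM on the east side, a log2 fold change of 1.71 (standard error 0.36, edgeR adjusted p = 9.55e-04) with higher values on the west side in 6 of 6 pairs. This difference passed in 10 of 12 alternative analyses (edgeR or DESeq2 adjusted p from 5.16e-06 to 0.0668), not on the second day alone or without replicate 3 (log2 fold change 1.63).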

We next compared expression across the stem at individual time points to identify genes and pathways associated with heliotropic movement. This analysis revealed relatively few differentially expressed genes early in the day, at ZT0 and ZT4, but a larger number of transcripts differentially expressed in the afternoon and early evening, ZT8 and ZT12. 

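At ZT0, 19 of 34315 genes were differentially expressed (11 higher on the west and 8 on the east side), and at ZT4 52 (8 west, 44 east). At ZT8 the number was 540 (243 west, 297 east), and at ZT12 it was 613 (218 west, 395 east). The paired model gave 534 genes at ZT4, 1782 at ZT8 and 2782 at ZT12, among them 538 of the 540 genes at ZT8 and 609 of the 613 at ZT12. Its genes at ZT4 were 281 west and 253 east, so the excess on the east side was not kept. Leaving out 1 replicate lowered the numbers to 1 gene at ZT0 and 84 genes at ZT8 (without replicate 2), 10 genes at ZT4 (without replicate 3) and 114 genes at ZT12 (without replicate 1). Of the genes differentially expressed at ZT8 with a mean of at least 10 CPM over all libraries, 214 showed no overlap between west and east libraries (probability by chance 0.0022). Of these, Ha412HOChr17g0856591 (a homolog of AT1G10550) had the largest fold change toward the east side, with 2.49 ± 1.05 CPM (SD, n = 6) on the west and 17.1 ± 3.19 CPM on the east side. Its log2 fold change was -2.79 (standard error 0.40, edgeR adjusted p = 4.66e-06, higher on the east side in 6 of 6 pairs). Toward the west side it was Ha412HOChr10g0457181 (a homolog of AT2G36690), with 13.7 ± 2.66 CPM and 6.56 ± 2.25 CPM and a log2 fold change of 1.07 (standard error 0.18, edgeR adjusted p = 1.24e-04, 6 of 6 pairs). The latter passed in 11 of 12 alternative analyses, not on the second day alone (edgeR or DESeq2 adjusted p from 2.21e-06 to 0.181).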

Surprisingly, we found the largest numbers of differentially expressed genes at night, ZT16 and ZT20 (Fig 2J and S8 Data), times when there cannot be unequal illumination across the stem. These data demonstrate there is significant differential expression across the stems of solar tracking plants, but not phased to the times of day we had expected.

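At ZT16, 1983 genes were differentially expressed (1177 higher on the west and 806 on the east side), and at ZT20 1216 (901 west, 315 east). Over all 6 times of day, 3371 genes were differentially expressed at least once. The paired model gave 4289 genes at ZT16, of which 1975 are among the 1983. The number at ZT20 rests on the joint model and on single replicates. It was 63 with only the libraries of that time of day in the model, 71 without replicate 2 and 639 without replicate 1. At ZT16 it was 1725 with only the libraries of that time of day and 534 without replicate 3. The ZT20 libraries include the lowest of all 72 on PC4, west replicate 3 of the second day, at -119. The next lowest, west replicate 2 of that day and time, lay at -45.9. What the former library alone adds to the number at ZT20 was not tested. Of the genes differentially expressed at ZT16 with a mean of at least 10 CPM, 824 had no overlap between the sides (probability by chance 0.0022). Among them, Ha412HOChr12g0543321 (a homolog of AT3G15540, IAA19) had the largest fold change toward the west side, with 38.5 ± 9.83 CPM (SD, n = 6) on the west and 5.82 ± 2.17 CPM on the east side. Its log2 fold change was 2.70 (standard error 0.34, edgeR adjusted p = 3.31e-08, higher on the west side in 6 of 6 pairs). Ha412HOChr15g0744561 (a homolog of AT5G05690) had the largest fold change toward the east side, with 8.11 ± 2.85 CPM on the west and 45.4 ± 15.8 CPM on the east side and a log2 fold change of -2.50 (standard error 0.30, edgeR adjusted p = 9.38e-09, 6 of 6 pairs).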

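Each day was also compared by itself, with 3 libraries per side. On the first day, 37 genes were differentially expressed at ZT0, 29 at ZT4, 283 at ZT8, 115 at ZT12, 664 at ZT16 and 75 at ZT20. On the second day, the numbers were 5, 3, 109, 168, 701 and 590. The genes at ZT8 were 168 west and 115 east on the first day, but 15 west and 94 east on the second. On both days the largest number was at ZT16, while ZT20 ranked behind ZT8 and ZT12 on the first day. A test of the interaction of day and side found 2 genes at ZT12, 1 at ZT20 and 0 at ZT0, ZT4, ZT8 and ZT16 (1031, 873, 1259 and 784 genes at an unadjusted p under 0.05). The 3 genes, named after their values were seen, were Ha412HOChr07g0288441 and Ha412HOChr09g0379461 at ZT12 and Ha412HOChr09g0402811 at ZT20. With the pairs as a block, chosen after seeing the data, the interaction test gave 0 genes at ZT12, 1 at ZT16 and 16 at ZT20. From the largest numbers at ZT16 and ZT20, times without unequal illumination of the stem, the paper concludes that gene expression differs across the stems of solar tracking plants, but not at the times of day it had expected.

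**Figure D2:**
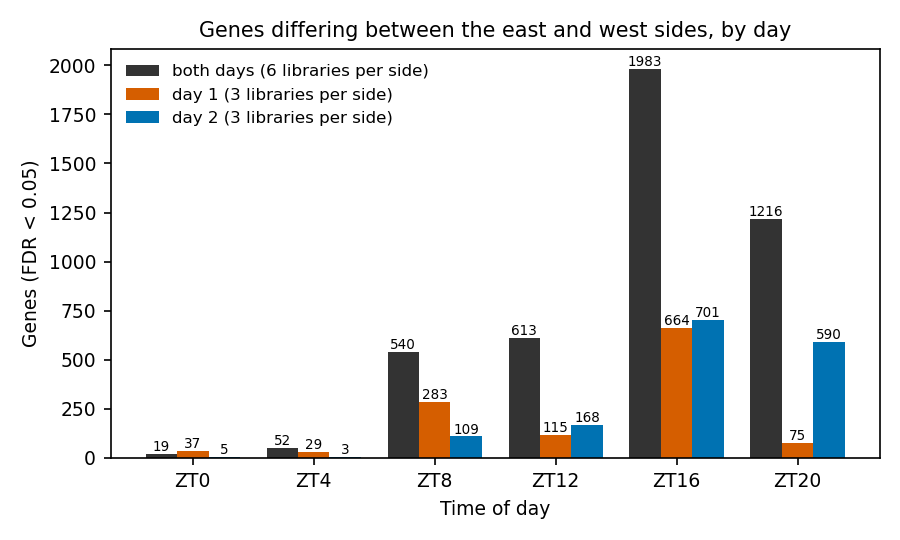
Number of genes differentially expressed between west and east sides (FDR < 0.05) at each time of day, with both days combined (6 libraries per side), on day 1 and on day 2 (3 libraries per side). With both days combined, the bars rise from 19 genes at ZT0 to 1983 at ZT16.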

We previously showed that the east sides of solar tracking stems grow faster than the west sides during the day while the west sides grow faster than the east sides at night [22]. To identify biological processes correlated with these growth patterns, we next performed GO analysis on genes differentially expressed at each time point. Since previous studies, along with our own findings, have suggested involvement of light responses, hormone signaling, and growth-related processes in phototropism [9], we focused on these terms. 

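From the genes higher on the lit side of phototropic stems at ZT4, the supplementary tables list 11 genes under the cellular response to blue light, of which 10 were tested in field-grown stems. At ZT0 their median log2 fold change was -0.65 (camera adjusted p = 3.00e-21), with higher expression on the east side in 6 of 6 pairs, and 8 genes differed adjusted over the list alone. Over all genes tested, 3 differed at ZT0, namely Ha412HOChr03g0133601, Ha412HOChr03g0133691 and Ha412HOChr03g0133781, which were named after their values were seen. The median was -0.36 at ZT4 (camera adjusted p = 4.04e-11, higher on the east side in 6 of 6 pairs), where 4 genes differed adjusted over the list alone and Ha412HOChr03g0133691 and Ha412HOChr03g0133781 over all genes tested. At ZT8 it was 0.74 (camera adjusted p = 2.20e-12), with higher expression on the west side in 6 of 6 pairs. At that time 5 genes were differentially expressed over all genes tested and 9 adjusted over the list alone. The 5 genes, named after their values were seen, were Ha412HOChr03g0133601, Ha412HOChr03g0133701, Ha412HOChr03g0133761, Ha412HOChr03g0133811 and Ha412HOChr07g0326191. These calls at ZT0, ZT4 and ZT8 held under fry and under the estimated correlation. At ZT12 the median was 0.34 (camera adjusted p = 0.00535, 5 of 6 pairs), which did not hold under fry, and at ZT16 it was 0.31, or 0.32 with genes at their bound (camera adjusted p = 0.729, 3 of 6 pairs). The list for UV-A (11 genes, 10 tested) differs from it by 1 gene, and its medians were -0.65 at ZT0 (camera adjusted p = 8.03e-22, higher on the east side in 6 of 6 pairs), -0.36 at ZT4 (camera adjusted p = 3.22e-11, 6 of 6 pairs) and 0.74 at ZT8 (camera adjusted p = 7.56e-12, higher on the west side in 6 of 6 pairs). In both lists, 9 genes have neighboring numbers on chromosome 3, so their values are not independent. The 16 genes of red, far-red light phototransduction had medians of -0.06 at ZT0 (camera adjusted p = 3.86e-05, higher on the east side in 6 of 6 pairs), -0.08 at ZT4 (camera adjusted p = 0.0326, 5 of 6 pairs) and 0.21 at ZT8 (camera adjusted p = 8.67e-07, higher on the west side in 6 of 6 pairs), of which the call at ZT4 did not hold under fry. Of this list, 8 genes differed at ZT8 adjusted over the list alone, and Ha412HOChr13g0604031 and Ha412HOChr16g0779751, named after their values were seen, over all genes tested.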

We found enrichment for blue light and UV responses on the east sides of stems in the early morning (ZT0 and ZT4), as well on the west sides in the early afternoon (ZT8), consistent with the position of the sun relative to plant stems at these times (Fig 2A and 2M). We next considered enriched growth-related GO categories. 

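From the genes higher on the shaded side of phototropic stems at ZT4, 13 genes listed under xyloglucan metabolic process and 13 under cell wall biogenesis were tested in field-grown stems. At ZT8, the xyloglucan list had a median log2 fold change of -0.73 (camera adjusted p = 4.45e-09, higher on the east side in 6 of 6 pairs) and the cell wall biogenesis list of -0.68 (camera adjusted p = 1.80e-05, 6 of 6 pairs). At ZT12 the medians were -0.44 (camera adjusted p = 4.74e-05, 5 of 6 pairs) and -0.37 (camera adjusted p = 2.59e-04, 5 of 6 pairs). At ZT16 both lists were higher on the west side, with medians of 0.90 (camera adjusted p = 4.91e-10, 6 of 6 pairs) and 0.71 (camera adjusted p = 5.15e-06, 6 of 6 pairs). At ZT20 neither list passed the threshold, with medians of -0.13 (camera adjusted p = 0.477, higher on the west side in 3 of 6 pairs) and -0.06 (camera adjusted p = 0.357, 3 of 6 pairs). The calls at ZT8 and ZT16 held under fry and under the estimated correlation. At ZT12 the camera or fry adjusted p lay from 4.95e-04 to 0.0608 over the 3 alternatives for xyloglucan and from 0.00160 to 0.0610 for cell wall biogenesis. Of the xyloglucan list, 7 genes were differentially expressed at ZT16 over all genes tested and 9 adjusted over the list alone, each higher on the west side except Ha412HOChr17g0818271, named after its values were seen. At ZT8, 5 genes were differentially expressed over all genes tested, each higher on the east side, and 7 adjusted over the list alone. The 5, named after their values were seen, were Ha412HOChr01g0007471, Ha412HOChr09g0420611, Ha412HOChr11g0492571, Ha412HOChr13g0614301 and Ha412HOChr17g0856591. Of cell wall biogenesis, 6 genes were differentially expressed at ZT16 over all genes tested and 8 adjusted over the list alone.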

As expected, we found enrichment for cell wall–related processes at ZT8 and ZT12 on the east side, and at ZT16 and ZT20 on the west side, coinciding with the times of antiphasic growth on the opposite sides of the stem (Fig 2B). Surprisingly, however, auxin signaling and response terms were not enriched among genes more highly expressed on the east side during the day. However, these terms were enriched among genes more highly expressed on the west side in the evening and early night (ZT12 and ZT16) (Fig 2M and S9 Data). These results suggest a potential role for the auxin signaling pathway during nighttime west-to-east reorientation, but not during daytime east-to-west growth.

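Among the lists fixed beforehand for tests in field-grown stems, basipetal auxin transport (10 genes from the shaded side of phototropic stems at ZT4) is the one that concerns auxin. Its median log2 fold change was -0.14 at ZT4 (camera adjusted p = 0.00677, higher on the east side in 5 of 6 pairs), which did not hold under fry. At ZT8 it was -0.33 (camera adjusted p = 4.86e-05, higher on the east side in 6 of 6 pairs; adjusted p from 4.25e-05 to 0.0610 over fry and the other alternatives). At that time 4 genes of the list differed adjusted over the list alone and 0 over all genes tested (4 at an unadjusted p under 0.05). At ZT16 the median was 0.37 toward the west side (camera adjusted p = 8.44e-06, 6 of 6 pairs), with 5 genes adjusted over the list alone. The 3 genes that differed over all genes tested, named after their values were seen, were Ha412HOChr06g0259651, Ha412HOChr15g0708191 and Ha412HOChr15g0734111. The 17 genes of the gibberellic acid mediated signaling pathway had a median of -0.09 at ZT4 (camera adjusted p = 0.0391, higher on the east side in 6 of 6 pairs), -0.19 at ZT8 (camera adjusted p = 0.00266, 6 of 6 pairs) and 0.04 at ZT16 (camera adjusted p = 0.0462, higher on the west side in 6 of 6 pairs), and the estimated correlation kept none of these calls while fry kept the call at ZT8. At ZT8, 6 genes of this list differed adjusted over the list alone and Ha412HOChr15g0734161, named after its values were seen, over all genes tested. Every list from the shaded side at ZT4, xyloglucan and cell wall biogenesis included, was higher on the east side at ZT8. The direction at ZT8 is therefore not particular to auxin.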

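PIN7-like (Ha412HOChr01g0035481), a homolog of an auxin transporter that the paper names, was expressed at 23.6 ± 5.67 CPM (SD, n = 6) on the west and 4.97 ± 1.86 CPM on the east side at ZT12. Its log2 fold change was 2.24 (standard error 0.27, edgeR adjusted p = 1.77e-08, higher on the west side in 6 of 6 pairs). At ZT16 it was expressed at 57.4 ± 9.86 CPM and 10.7 ± 5.55 CPM, with a log2 fold change of 2.39 (standard error 0.25, edgeR adjusted p = 5.24e-10, 6 of 6 pairs). Both differences passed in each of the 12 alternative analyses, with log2 fold changes from 1.85 to 2.82 at ZT12 and from 1.65 to 3.49 at ZT16. The gene peaked 4.60 hours later on the east than on the west side.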

### Transcriptional responses to phototropism and heliotropism are quite distinct

To investigate whether phototropism towards blue light and heliotropism in the field rely on similar molecular pathways, we next systematically compared the patterns of gene expression occurring during these 2 processes. First, we asked if genes with different diel phases across the stem during heliotropism (Fig 2H) might also be differentially expressed across the stem during phototropism. We examined the expression of *S15a-like*, which encodes a protein with homology to *Arabidopsis thaliana* ribosomal protein *S15a* (AT1G07770). 

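The curve fitted to S15a-like (Ha412HOChr05g0204731) peaked at ZT8.39 on the east and ZT4.08 on the west side, 4.30 hours apart, with amplitudes of 25.4 CPM and 13.3 CPM. Its R² was 0.688 on the east side (cosinor q = 2.53e-08) and 0.267 on the west side (cosinor q = 0.0101). Without replicate 2, the acrophases were 3.65 hours apart.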

During heliotropism, this gene has a phase difference of 4.2 hours between the east and west sides, with a peak expression later in the day on the east side of the stem compared to the west (Fig 3A). This gene is also differentially expressed in the chamber during phototropism, with increased levels on the shaded side of the stem between 4 and 12 hours after the onset of directional illumination (Fig 3B). 

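S15a-like was not differentially expressed at ZT4, with 104 ± 31.6 CPM (SD, n = 6) on the shaded and 115 ± 43.3 CPM on the lit side (log2 fold change -0.14, standard error 0.21, edgeR adjusted p = 0.825, higher on the shaded side in 2 of 6 pairs). At ZT7 it was expressed at 134 ± 33.4 CPM on the shaded and 62.0 ± 18.8 CPM on the lit side, a log2 fold change of 1.11 (edgeR adjusted p = 2.77e-05, 6 of 6 pairs). The log2 fold change was 1.15 at ZT9 (edgeR adjusted p = 1.65e-05) and 0.97 at ZT12 (edgeR adjusted p = 4.11e-04), with higher values on the shaded side in 6 of 6 pairs at each time point and a standard error of 0.21. At ZT15, 12 hours after the onset of directional light, it was 0.55 (edgeR adjusted p = 0.0993, 6 of 6 pairs). This test does not use the pairs, so it does not show that the sides were alike at ZT15. The differences at ZT7, ZT9 and ZT12 passed in each of the 12 alternative analyses.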

To determine if this pattern is consistent for other genes with different phases of peak expression across heliotropic stems, we subdivided all differentially phased genes into 3 subcategories based on times of peak expression (Figs 3C and S6). 

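Each gene's CPM values were converted to z-scores over all libraries of phototropic stems and averaged over the genes of a list in each library, and the sides were compared by exact permutation of the 6 and 6 libraries, whose smallest two-sided p is 0.0022. Of the 559 differently phased genes with a west acrophase from ZT0 to ZT8, 440 peaked later on the east and 119 later on the west side, and 557 were tested in phototropic stems. Their mean z-score differed between shaded and lit sides by -0.282 (exact two-sided permutation p = 0.422) at ZT4, with the lit side higher in 6 of 6 pairs, and by 0.0290 (exact two-sided permutation p = 0.90) at ZT5, with the shaded side higher in 5 of 6 pairs. With the sides exchanged within pairs, whose smallest two-sided p is 0.0312, the difference at ZT4 had an exact p of 0.0312. At ZT7 the shaded side was higher by 0.871 (exact two-sided permutation p = 0.00433), at ZT9 by 0.894 (exact two-sided permutation p = 0.0022) and at ZT12 by 0.896 (exact two-sided permutation p = 0.0022), each in 6 of 6 pairs. The difference at ZT15 was 0.484 (exact two-sided permutation p = 0.0195), in 6 of 6 pairs. Taking all 1347 differently phased genes that were tested, the mean z-score difference was 0.527 at ZT9 (exact two-sided permutation p = 0.0022, adjusted p = 0.00779 over 18 comparisons, 6 of 6 pairs).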

Similar to *S15a-like*, the normalized average expression of all genes with comparable peak phases of expression in the field is higher on the shaded side of the stem 4 to 12 hours after the onset of directional illumination during phototropism (Fig 3D). Gene expression patterns during phototropism were similar for the 2 other groups of transcripts with different phases of expression across heliotropic stems (S6 Fig). 

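For the 411 tested genes with a west acrophase from ZT16 to ZT24, the mean z-score was higher on the shaded side by 0.628 (exact two-sided permutation p = 0.00649) at ZT5, 0.774 (exact two-sided permutation p = 0.00433) at ZT7, 0.684 (exact two-sided permutation p = 0.0022) at ZT9 and 0.446 (exact two-sided permutation p = 0.00433) at ZT12, the last in 6 of 6 pairs. The 379 tested genes with a west acrophase from ZT8 to ZT16 went the other way in the same hours. Their mean z-score was lower on the shaded side, with a difference of -0.258 (exact two-sided permutation p = 0.0368) at ZT7, -0.184 (exact two-sided permutation p = 0.0022) at ZT9 and -0.127 (exact two-sided permutation p = 0.0671) at ZT12, and the lit side was higher in 5, 6 and 5 of 6 pairs. At ZT18 this group was higher on the shaded side by 0.210 (exact two-sided permutation p = 0.0022), in 6 of 6 pairs, while the group with a west acrophase from ZT16 to ZT24 was then lower on the shaded side, with a difference of -0.296 (exact two-sided permutation p = 0.00433), in 5 of 6 pairs. With the sides exchanged within pairs, the exact p was 0.0625 for the former group at ZT7 and 0.0625 for the latter at ZT18.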

In all cases, up-regulation on the shaded sides of stems occurs many hours after the initial phototropic bending (Fig 1B). GO analysis of transcripts in all 3 phase groups revealed enrichment for terms involved in ribosomal biogenesis, translation, and DNA replication (S10 Data). This enrichment suggests roles for these genes in cellular growth induced in response to bending, rather than for roles in the initiation of this tropic response. Overall, transcripts expressed with different phases across solar tracking stems are correlated neither with the rapid onset of growth on the shaded sides of stems nor with autostraightening growth on the lit sides of stems.

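At ZT4, 1 hour after the light was switched on, the mean z-score difference of all differently phased genes between shaded and lit sides was -0.0400 (exact two-sided permutation p = 0.838, adjusted p = 0.942 over 18 comparisons), with higher values on the shaded side in 4 of 6 pairs. This difference was 0.0542 without replicate 4, and with z-scores of log2(CPM + 1) it was 0.0216. At ZT15 the shaded side was higher by 0.213 (exact two-sided permutation p = 0.0130, adjusted p = 0.0260, 6 of 6 pairs), and with z-scores of log2(CPM + 1) by 0.199, which did not pass after adjustment.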

**Fig 3:**
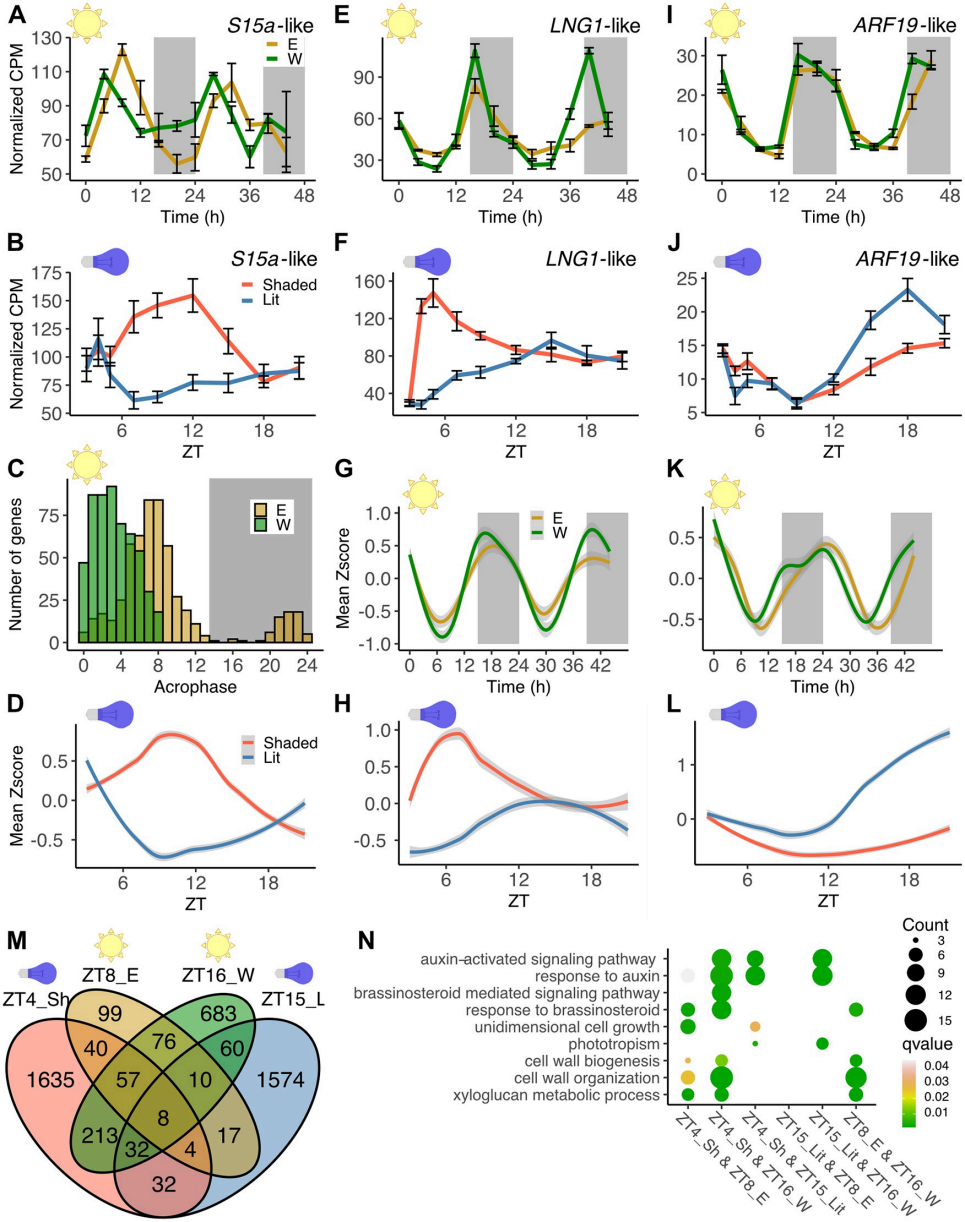
Distinct patterns of gene expression during phototropism and heliotropism. **(A, B)** Normalized transcript levels over time for *S15a*-like (*Ha412HOChr05g0204731*) during heliotropism and phototropism, respectively. **(C)** Genes with different acrophases on the east and west sides of stems; west side acrophases between ZT0 and ZT8. **(D)** Zscore-normalized mean expression of the differentially phased genes shown in (**C**) during phototropism. **(E, F)** Normalized transcript levels over time for *LNG1*-like (*Ha412HOChr17g0822481*) during heliotropism and phototropism, respectively. **(G, H)** Expression patterns of phototropic genes. Their Zscore-normalized mean expression during heliotropism and phototropism, respectively, are shown. **(I, J)** Normalized transcript levels over time for *ARF19*-like (*Ha412HOChr03g0103791*) during heliotropism and phototropism, respectively. **(K, L)** Expression patterns of autostraightening genes. Their Zscore-normalized mean expression during heliotropism and phototropism, respectively, are shown. **(M)** Numbers of genes more highly expressed on the growing sides of stems during phototropism (ZT4 shaded (ZT4_Sh) and ZT15 lit (ZT15_L)) and during heliotropism (ZT8 east (ZT8_E) and ZT16 west (ZT16_W)). **(N)** GO enrichment analysis of genes shared between any 2 of the growth categories shown in (**M**). Terms shown are those shared with Figs 1G and 2M. **(A, E, I)** Mean CPM +/− SEM, *n =* 3. **(B, F, J)** Mean CPM +/− SEM, *n* = 6. **(G, K)** Lines fitted with a generalized additive model. **(D, H, L)** Lines fitted with LOESS. Ribbons represent 95% confidence intervals. The underlying raw data may be found at NCBI GEO, accession GSE229654, for Fig 3A, 3B, and 3D-L; in S3 and S8 Data for Fig 3M; in S6 Data for Fig 3C; in S17 Data for Fig 3D, 3G, 3H, 3K, and 3L; and in S18 Data for Fig 3N. CPM, counts per million; GO, gene ontology; SEM, standard error of the mean; ZT, Zeitgeber Time.

Given that hundreds of genes have different amplitudes of expression on the opposite sides of heliotropic stems (Fig 2I), we investigated their expression patterns during phototropism. The normalized mean expression patterns of these transcripts in phototropic plants reveals higher expression on the shaded sides of stems 4 to 12 hours after the onset of directional illumination during phototropism (S7 Fig), with up-regulation occurring much slower than the onset of plant bending (Fig 1B). 

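Of the 813 genes with different amplitudes, 778 were tested in phototropic stems. Their mean z-score differed between shaded and lit sides by 0.107 at ZT4 (exact two-sided permutation p = 0.191, adjusted p = 0.343 over 18 comparisons, higher on the shaded side in 5 of 6 pairs). At ZT9 the shaded side was higher by 0.231 (exact two-sided permutation p = 0.0022, adjusted p = 0.00779, 6 of 6 pairs) and at ZT15 by 0.0500 (exact two-sided permutation p = 0.219, adjusted p = 0.358, 5 of 6 pairs). The ZT15 value was 0.00866 without replicate 4. Between these time points, the difference was 0.214 (exact two-sided permutation p = 0.0022) at ZT5, 0.266 (exact two-sided permutation p = 0.0022) at ZT7 and 0.144 (exact two-sided permutation p = 0.0022) at ZT12. With z-scores of log2(CPM + 1), the difference at ZT4 was 0.168, which passed after adjustment.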

GO analysis of these transcripts did not reveal any significantly enriched functional categories. 

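Of the 1375 differently phased genes and the 813 genes with different amplitudes, 107 were the same genes. At a q under 0.01 the shared genes were 38, and without replicate 3 they were 46.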

Although the pattern of expression of these genes during phototropism is similar to that observed for transcripts with different phases of expression in solar tracking plants (Figs 3D and S6), there is only limited overlap between genes expressed with different phases and amplitudes in the field (S7 Fig). As is true for the differentially phased genes, transcripts expressed with different amplitudes across solar tracking stems are not correlated with the rapid onset of growth on the shaded sides of stems or with autostraightening growth on the lit sides of stems.

Since we found little overlap between genes expressed with different rhythmic parameters on the opposite sides of heliotropic stems and genes differentially expressed during the onset of phototropic bending, we next examined how genes correlated with phototropic or autostraightening growth are expressed during heliotropism. One transcript rapidly up-regulated on the shaded sides of stems during phototropism is *LNG1-like* (Fig 3F), a homolog of the *Arabidopsis* gene *LONGIFOLIA1* (AT5G15580), which promotes unidimensional cell growth and is induced rapidly in response to auxin [47–49]. 

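At ZT4, LNG1-like (Ha412HOChr17g0822481) was expressed at 132 ± 20.3 CPM (SD, n = 6) on the shaded and 27.8 ± 11.2 CPM on the lit side, a log2 fold change of 2.24 (standard error 0.20, edgeR adjusted p = 3.50e-16) with higher values on the shaded side in 6 of 6 pairs. At ZT5 the log2 fold change was 1.90 (standard error 0.20, edgeR adjusted p = 3.22e-13, 6 of 6 pairs). Both passed in each of the 12 alternative analyses.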

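LNG1-like peaked at ZT18.5 on the east and ZT16.8 on the west side, with amplitudes of 16.6 CPM and 32.6 CPM, a ratio of 1.96. The ratio of east to west amplitude, 0.511, was 0.566 without replicate 3. The R² of the curve was 0.580 on the east (cosinor q = 2.06e-06) and 0.648 on the west side (cosinor q = 1.76e-07).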

During heliotropism, this gene has a similar waveform and phase on the east and west sides of stems but a higher amplitude on the west side (Fig 3E). This results in a modestly higher level of expression on the east side of the stem around midday (ZT4 to ZT8), and on the west side of the stem in the late day and early night (ZT12 to ZT16). 

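LNG1-like was expressed at 25.4 ± 4.82 CPM (SD, n = 6) on the west and 36.2 ± 5.80 CPM on the east side at ZT8, a log2 fold change of -0.51 (standard error 0.14, edgeR adjusted p = 0.0491) with higher values on the east side in 6 of 6 pairs. This difference passed in 5 of the 12 alternative analyses (edgeR or DESeq2 adjusted p from 0.00713 to 0.467), and in none with 1 replicate left out (log2 fold change -0.56 without replicate 1). At ZT16 it was expressed at 109 ± 5.86 CPM on the west and 69.0 ± 16.9 CPM on the east side, a log2 fold change of 0.66 (standard error 0.14, edgeR adjusted p = 9.55e-04, higher on the west side in 6 of 6 pairs). That difference passed in 11 of the 12 alternatives (edgeR or DESeq2 adjusted p from 3.93e-05 to 0.189), not on the first day alone. At ZT4 and ZT12 the differences did not pass, with log2 fold changes of -0.37 (edgeR adjusted p = 0.498, higher on the east side in 5 of 6 pairs) and 0.42 (edgeR adjusted p = 0.109, higher on the west side in 5 of 6 pairs). The difference at ZT12 passed in the paired model and with the day as a term.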

To determine whether this pattern is consistent for all genes rapidly up-regulated on the shaded sides of stems during phototropism, we examined their mean normalized expression in field-grown plants undergoing heliotropism. We found the same pattern of modest amplitude differences across the stem observed for *LNG1-like* (Fig 3G). This pattern is quite distinct from the large differences in mean expression levels and kinetics observed for these genes across stems during phototropism (Fig 3H). 

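Here, 139 genes were both more highly expressed on the shaded than on the lit side at ZT4 and more highly expressed on the shaded side at ZT4 than at ZT3, and 137 of them were tested in field-grown stems. Their mean z-score was lower on the west than on the east side at ZT4, with a difference of -0.128 (exact two-sided permutation p = 0.0108, adjusted p = 0.0244 over 18 comparisons), in 6 of 6 pairs. At ZT8 the means were -0.648 ± 0.0701 (SD, n = 6) on the west and -0.374 ± 0.120 on the east side (exact two-sided permutation p = 0.00433, adjusted p = 0.0111, lower on the west side in 6 of 6 pairs). At ZT16 they were 0.736 ± 0.0474 and 0.367 ± 0.127 (exact two-sided permutation p = 0.0022, adjusted p = 0.00779, higher on the west side in 6 of 6 pairs). At ZT0, ZT12 and ZT20 the differences did not pass, with -0.0132 (exact two-sided permutation p = 0.90), 0.0867 (exact two-sided permutation p = 0.509) and 0.0295 (exact two-sided permutation p = 0.701), of which the value at ZT12 was 0.0360 without replicate 3, that at ZT0 0.0275 without replicate 3 and that at ZT20 -0.00243 without replicate 1. The differences at ZT8 were -0.203 on the first and -0.345 on the second day, and those at ZT16 0.299 and 0.438. The number of genes in the list was 51 with only the libraries of the time points in the model, and 86 without replicate 3.

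**Figure D3:**
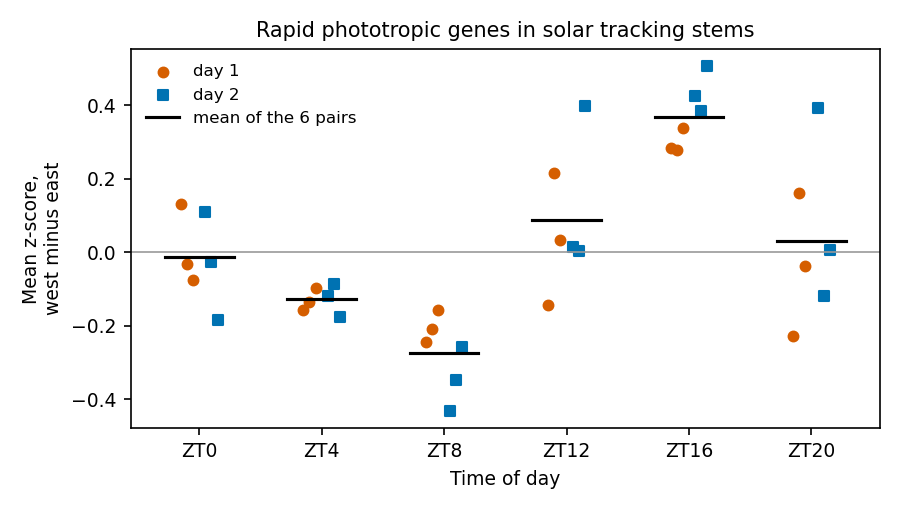
Difference in mean z-score of the rapid phototropic genes between west and east sides in each pair of libraries of field-grown stems (points) and its mean (lines) on both days. At ZT8 the difference is below 0 in 6 of 6 pairs, and at ZT16 it is above 0 in 6 of 6 pairs.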

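In phototropic stems, the same genes had a mean z-score of 1.10 ± 0.345 (SD, n = 6) on the shaded and -0.643 ± 0.205 on the lit side at ZT4, where the list was chosen. The difference was 1.74 at ZT4, 1.42 at ZT5, 0.939 at ZT7 and 0.718 at ZT9, with higher values on the shaded side in 6 of 6 pairs. It did not pass at ZT12 (0.120, exact two-sided permutation p = 0.262), ZT15 or ZT18, and at ZT21 the shaded side was higher again by 0.355 (exact two-sided permutation p = 0.00433, 6 of 6 pairs). Because z-scores were computed within each experiment, their sizes cannot be set directly against those of field-grown stems.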

Overall, genes rapidly up-regulated on the shaded sides of stems during phototropism show only limited differences in expression across the stems of solar tracking plants.

We next reasoned that genes implicated in autostraightening responses might be differentially expressed during solar tracking. We first examined *ARF19-like*, a transcript that encodes a protein with homology to auxin response factors (ARFs) and that is a likely activator of transcription [50]. This ARF-like transcript is up-regulated late in the phototropic time course on the lit sides of stems (Fig 3J), correlating with the timing of the autostraightening response (Fig 1B). 

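ARF19-like (Ha412HOChr03g0103791) was expressed at 11.8 ± 3.08 CPM (SD, n = 6) on the shaded and 18.9 ± 3.42 CPM on the lit side at ZT15, a log2 fold change of -0.68 (standard error 0.18, edgeR adjusted p = 0.00836) with higher values on the lit side in 6 of 6 pairs. At ZT18 it was expressed at 14.8 ± 1.75 CPM and 23.4 ± 4.30 CPM, with a log2 fold change of -0.66 (edgeR adjusted p = 0.0122, 6 of 6 pairs). The difference at ZT15 passed in each of the 12 alternative analyses. That at ZT18 passed in 10 (edgeR or DESeq2 adjusted p from 2.27e-04 to 0.0764), not without replicate 4 (log2 fold change -0.60) or replicate 6 (-0.62). At ZT4 the transcript was higher on the shaded side, with a log2 fold change of 0.57 (standard error 0.19, edgeR adjusted p = 0.0281, 5 of 6 pairs).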

*ARF19-like* has very similar expression patterns on the east and west sides of heliotropic stems (Fig 3I). However, inspection of the mean expression patterns of all transcripts correlated with autostraightening (Fig 3L) during heliotropism revealed a slightly advanced late-afternoon/early-night phase on the west side of solar tracking stems compared to the east side (Fig 3K). This pattern can also be observed for the *ARF19-like* transcript on the second day of the solar tracking time course (Fig 3I). Therefore, similar to our findings for genes correlated with phototropism, genes with expression patterns correlated with autostraightening have only subtle differences in expression across the stems of solar tracking plants.

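In field-grown stems ARF19-like peaked at ZT20.6 on the east and ZT19.6 on the west side, with amplitudes of 11.8 CPM and 13.1 CPM (cosinor q = 1.56e-13 and 1.07e-12). At ZT12 it was expressed at 8.60 ± 2.17 CPM (SD, n = 6) on the west and 5.48 ± 1.30 CPM on the east side, a log2 fold change of 0.64 (standard error 0.15, edgeR adjusted p = 0.0130, higher on the west side in 6 of 6 pairs). This difference passed in 6 of 12 alternative analyses (edgeR or DESeq2 adjusted p from 6.42e-04 to 0.210), not on single days, with only the libraries of that time of day or with 1 replicate left out (log2 fold change 0.54 without replicate 3). At ZT16 the log2 fold change was 0.42 (standard error 0.14, edgeR adjusted p = 0.0565, 6 of 6 pairs), and 4 of 12 alternatives passed (edgeR or DESeq2 adjusted p from 0.00295 to 0.640), among them the paired model (log2 fold change 0.43, edgeR adjusted p = 0.00295).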

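The set used here consists of the 137 genes more highly expressed on the lit than on the shaded side at ZT15 and on the lit side at ZT18 than at ZT9, of which 136 were tested in field-grown stems. In phototropic stems, on which the set was chosen, its mean z-score was lower on the shaded side, with a difference of -1.32 at ZT15 and -1.60 at ZT18, in 6 of 6 pairs. In field-grown stems, its mean z-score at ZT16 was 0.239 ± 0.143 (SD, n = 6) on the west and -0.253 ± 0.182 on the east side (exact two-sided permutation p = 0.0022, adjusted p = 0.00779 over 18 comparisons, higher on the west side in 6 of 6 pairs). The west side was also higher at ZT12, by 0.238 (exact two-sided permutation p = 0.00433, adjusted p = 0.0111, 6 of 6 pairs). At ZT4 it was lower, with a difference of -0.350 (exact two-sided permutation p = 0.0022, adjusted p = 0.00779, 6 of 6 pairs). At ZT0, ZT8 and ZT20 the differences were 0.0450, -0.0498 and -0.00570 (exact two-sided permutation p = 0.706, 0.409 and 0.959), and without replicate 1 they were -0.00747, -0.0327 and -0.0491. Without replicate 1 the set had 65 genes, and in the paired model 312.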

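On the second day, ARF19-like was expressed at 29.4 ± 2.27 CPM (SD, n = 3) on the west and 18.3 ± 3.19 CPM on the east side at ZT16, with higher values on the west side in 3 of 3 pairs, and at 10.3 ± 1.76 CPM and 6.48 ± 0.387 CPM at ZT12 (3 of 3 pairs). On the first day, the values were 30.3 ± 5.00 CPM and 26.2 ± 1.84 CPM at ZT16 (3 of 3 pairs) and 6.94 ± 0.576 CPM and 4.48 ± 1.03 CPM at ZT12 (3 of 3 pairs). With edgeR on single days, the log2 fold change at ZT16 was 0.21 on the first (edgeR adjusted p = 0.640) and 0.69 on the second day (edgeR adjusted p = 0.017), and the difference at ZT12 passed on neither (edgeR adjusted p = 0.156 and 0.0932).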

Because phototropic and autostraightening genes displayed slight differences in amplitude and phase on the opposite sides of plant stems during heliotropism, we wanted to directly compare genes scored as differentially expressed during phototropism, autostraightening, or heliotropism at times of asymmetrical growth. We compared genes: up-regulated on the shaded sides of phototropic stems at ZT4 (phototropic genes), up-regulated on the lit sides of phototropic stems at ZT15 (autostraightening genes), up-regulated on the east sides of field-grown plants at ZT8 (daytime heliotropism), and up-regulated on the west sides of field-grown plants at ZT16 (nighttime heliotropism) (Fig 3M). Pairwise comparisons revealed small but statistically significant overlaps between all of these categories (S1 Table). 

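For the overlaps, sets were reduced to the 32300 genes tested in both experiments, where both experiments were involved, and tested with a two-sided Fisher test. Each set shares its libraries over all genes, so a p value describes the genes and not independent replicates. The 1679 genes higher on the shaded side at ZT4 shared with the 292 genes higher on the east side at ZT8 100 genes, where 15.2 would be expected (odds ratio 10.0, two-sided Fisher p = 2.37e-54). With the 1170 genes higher on the west side at ZT16 they shared 289 genes, where 60.8 would be expected (odds ratio 7.02, two-sided Fisher p = 2.11e-117). The 1526 genes higher on the lit side at ZT15 shared with ZT8 east 37 genes, where 13.8 would be expected (odds ratio 2.97, two-sided Fisher p = 5.37e-08) and with ZT16 west 104 genes, where 55.3 would be expected (odds ratio 2.04, two-sided Fisher p = 6.27e-10). ZT8 east and ZT16 west shared 147 genes, where 10.2 would be expected (odds ratio 31.4, two-sided Fisher p = 5.88e-134). Without replicate 3 of the field experiment, the odds ratio was 13.5 for ZT4 shaded and ZT16 west, 3.67 for ZT15 lit and ZT16 west and 75.9 for ZT8 east and ZT16 west, and without its replicate 2 it was 8.14 for ZT15 lit and ZT8 east.

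**Figure D4:**
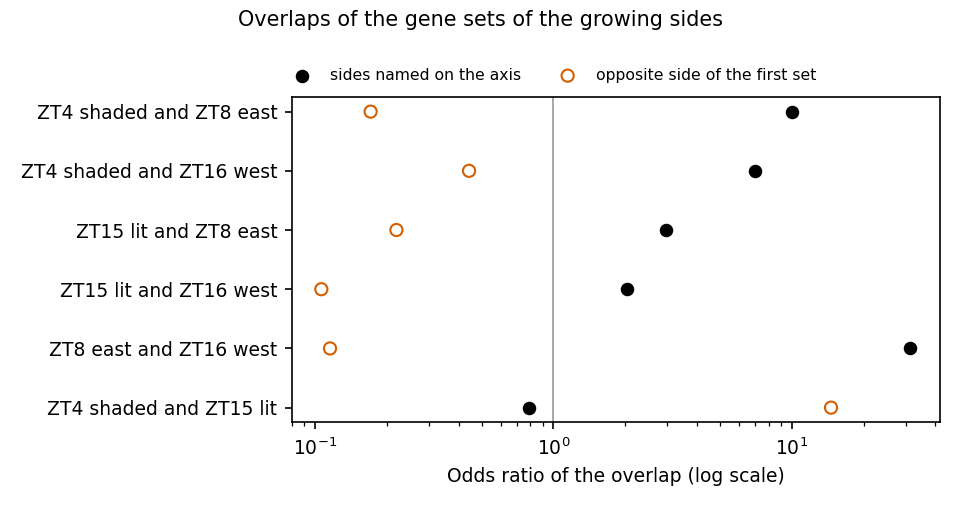
Odds ratios of the overlaps between sets of genes on the growing sides (filled) and with the opposite side of the first set (open), on a logarithmic axis. The filled points lie to the right of the open points except for ZT4 shaded and ZT15 lit, with 0.789 against 14.6. Pairings with the opposite side of the second set are not drawn. For ZT15 lit they were larger than the overlap itself, with 13.7 (ZT8 west) against 2.97 (ZT8 east) and 2.37 (ZT16 east) against 2.04 (ZT16 west). For ZT4 shaded with ZT8 and ZT16, and for ZT8 east with ZT16, they were smaller.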

To investigate possible biological functions of genes shared between 2 categories, we next performed GO analysis. Transcripts present in both the phototropic (ZT4, shaded sides of stems) and daytime heliotropic (ZT8, east sides of stems) categories are enriched for unidimensional cell growth, cell wall organization, and xyloglucan metabolic processes (Fig 3N). However, auxin-related terms are not enriched among genes differentially expressed in both conditions. In contrast, transcripts differentially expressed in both the phototropic (ZT4, shaded sides of stems) and nighttime heliotropic (ZT16, west sides of stems) conditions are enriched for auxin response and auxin signaling terms. These auxin terms are also enriched among the transcripts differentially expressed in both the autostraightening (ZT15, lit sides of stems) and nighttime heliotropic (ZT16, west sides of stems) conditions. These data suggest that although there is significant overlap between transcripts differentially expressed during heliotropism and phototropism, those shared between phototropic and daytime heliotropic growth are more likely involved in carrying out growth programs. In contrast, transcripts shared between phototropic, autostraightening, and nighttime heliotropic reorientation are more likely responsible for initiating growth.

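Of the genes that the paper's supplementary table lists under these terms, those differentially expressed in both categories here were 7 of 7 for unidimensional cell growth, 5 of 6 for cell wall organization and 4 of 5 for xyloglucan metabolic process. GO annotations of all sunflower genes were not used here, so enrichment was not recomputed. These lists, and those for auxin that follow, hold only genes the paper had found in both categories in the same libraries. Their recovery compares the calls and is no separate evidence for the terms.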

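Of the genes listed in the supplement, 14 of 15 under response to auxin and 10 of 11 under the auxin-activated signaling pathway were differentially expressed in both categories here.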

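For ZT15 lit and ZT16 west, the shares were 12 of 12 listed genes for response to auxin and 11 of 11 for the auxin-activated signaling pathway.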

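From the terms shared between categories, the paper proposes that genes common to phototropic and daytime heliotropic growth carry out growth, and that those common to phototropism, autostraightening and nighttime reorientation initiate it. Sides other than the growing ones were compared in the same way. Genes higher on the lit side at ZT15 shared 94 genes (odds ratio 13.7) with those higher on the west side at ZT8 and 82 genes (odds ratio 2.37) with those higher on the east side at ZT16. Genes higher on the shaded side at ZT4 shared 82 genes (odds ratio 2.13) with the east side at ZT16 and 9 genes (odds ratio 0.706) with the west side at ZT8.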

### Gene expression analysis suggests the onset of heliotropism and blue light–dependent phototropism are regulated by distinct pathways

We next wondered if the limited similarity between genes differentially expressed during daytime heliotropism and in phototropism was because the latter process is an acute response to light while the former involves the circadian system [22]. While sunflowers grown in a chamber with overhead light do not bend [51], heliotropic-type movements can quickly be induced using directional lights sequentially turned on and off to mimic the movement of the sun [22]. In addition, rhythmic bending can be observed for several days after plants are moved from the field into constant environmental conditions. Thus, while directional light is necessary to initiate tracking, and later to reinforce it, it is not absolutely required for heliotropic growth patterns. We therefore asked whether the onset and continuation of solar tracking are characterized by different transcriptional programs and in particular whether the initial onset is transcriptionally similar to phototropism in a growth chamber. We therefore characterized the growth and gene expression patterns of plants at the onset of heliotropism. To this end, 2-week-old chamber-grown plants were transplanted into the field after dusk and imaged for 3 days. During the first day in the field, sunflowers bent east a small amount in the morning and bent west to a greater degree in the afternoon. To our surprise, these plants reoriented during the first night so that they were inclined to the east before dawn (Fig 4A). These data suggest that heliotropism begins the first day young plants are transferred to the field.

**Fig 4:**
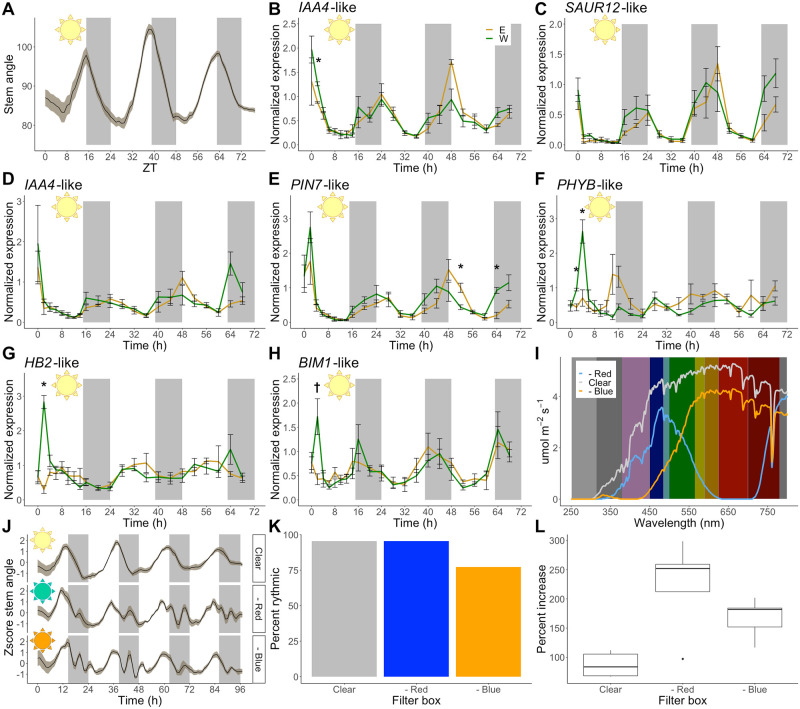
Initiation of heliotropism shows a distinct transcriptional profile and occurs in different light conditions. **(A)** Stem angles of 2-week old chamber-grown sunflowers transplanted into the field after sunset (mean +/− SEM, *n =* 17). **(B-H)** Normalized expression of selected phototropically regulated genes during the first 3 days in the field (mean +/− SEM, *n* = 3, except ZT64 west, *n* = 2). Statistical significance calculated using Welch’s *t* test, * represents qvalue < 0.05; † represents qvalue = 0.063. (**B**) *IAA4*-like (*Ha412HOChr10g0435441*). (**C**) *SAUR12*-like (*Ha412HOChr07g0303111*). (**D**) *IAA4*-like (*Ha412HOChr01g0004341*). (**E**) *PIN7*-like (*Ha412HOChr01g0035481*). (**F**) *PHYB*-like (*Ha412HOChr02g0079361*). (**G**) *HB2*-like (*Ha412HOChr13g0623611*). (**H**) *BIM1*-like (*Ha412HOChr02g0064141*). (**I**) Wavelengths of light measured inside 3 filter boxes. (**J)** Zscore-normalized stem angles of sunflowers inside filter boxes after their transfer from growth chamber to field (mean +/− SEM, *n* = 5). Data from one representative experiment. **(K)** Percentage of plants with significant rhythmic solar tracking in each of the 3 filter boxes (pvalue < 0.001, *n* = 22). **(L)** Percent increase in length of sunflower stems in each filter box (**J**) from dawn on day 1 to dawn on day 5. The underlying raw data may be found in S13 Data for Fig 4J; in S14 Data for Fig 4A-H; and in S15 Data for Fig 4I, 4K, and 4L. *BIM1*, *BES1-INTERACTING MYC-LIKE1*; *HB2*, *HOMEOBOX PROTEIN 2*; *IAA4*, *INDOLE-3-ACETIC ACID INDUCIBLE4*; *PHYB*, *PHYTOCHROME B*; *PIN7*, *PIN-FORMED7*; *SAUR12*, *SMALL AUXIN UP-REGULATED RNA12*; SEM, standard error of the mean; ZT, Zeitgeber Time.

Next, we examined transcriptional responses across the stem during these first few days. Two-week-old chamber-grown sunflowers were transplanted into the field as described above, and peels from the east and west sides of the stem were collected every 2 hours during the first day and every 4 hours for 2 more days. RNA was extracted from the stem peels, and gene expression was analyzed by quantitative reverse transcription polymerase chain reaction (qRT-PCR). First, we examined expression of genes that were rapidly up-regulated and then quickly down-regulated on the shaded sides of stems during phototropism (Figs 3H and S8). These included homologs of the known Arabidopsis auxin-related genes *INDOLE-3-ACETIC ACID INDUCIBLE4* (*IAA4*), *SMALL AUXIN UP-REGULATED RNA12* (*SAUR12*), and *PIN-FORMED7* (*PIN7*) [52]. 

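At ZT4, IAA4-like Ha412HOChr01g0004341 was expressed at 31.0 ± 10.7 CPM (SD, n = 6) on the shaded and 9.80 ± 3.74 CPM on the lit side, a log2 fold change of 1.65 (standard error 0.25, edgeR adjusted p = 1.17e-07, higher on the shaded side in 6 of 6 pairs). IAA4-like Ha412HOChr10g0435441 was expressed at 61.4 ± 7.85 CPM and 44.9 ± 14.5 CPM, with a log2 fold change of 0.45 (standard error 0.22, edgeR adjusted p = 0.225, 6 of 6 pairs), and passed in 1 of 12 alternative analyses, the paired model (edgeR or DESeq2 adjusted p from 3.85e-04 to 0.461). SAUR12-like (Ha412HOChr07g0303111) had a log2 fold change of 1.53 (standard error 0.43, edgeR adjusted p = 0.00753, 6 of 6 pairs, 5.14 ± 1.24 CPM against 1.76 ± 1.67 CPM), which passed in 11 of 12 alternatives, not with only the libraries of that time point (edgeR or DESeq2 adjusted p from 4.51e-05 to 0.167). PIN7-like (Ha412HOChr01g0035481) had a log2 fold change of 0.94 at ZT4 (standard error 0.33, edgeR adjusted p = 0.0541, 6 of 6 pairs) and 1.26 at ZT5 (standard error 0.34, edgeR adjusted p = 0.00412, 6 of 6 pairs, 63.0 ± 28.2 CPM against 26.5 ± 9.64 CPM). At ZT4 it passed in 4 of 12 alternatives (edgeR or DESeq2 adjusted p from 0.0106 to 0.262), among them the paired model and without replicate 2 (log2 fold change 1.08), and at ZT5 in 11 of 12 (edgeR or DESeq2 adjusted p from 5.99e-04 to 0.0745), not without replicate 1 (0.99). By ZT18 PIN7-like was higher on the lit side, with a log2 fold change of -3.15 (standard error 0.37, edgeR adjusted p = 1.04e-10, 6 of 6 pairs).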

Surprisingly, only one of these auxin-related transcripts (*IAA4*-like (*Ha412HOChr10g0435441*)) was differentially expressed across the stem at any time point during the first day in the field despite the obvious heliotropic bending during that time (Figs 4B–4E and S8A–S8D). However, at no time did we observe the rapid and one-sided up-regulation of expression these transcripts demonstrate during phototropism in the growth chamber (S8A–S8D Fig). During the second and third days, however, their expression patterns began to mirror those observed in the RNA-seq data generated from plants grown in the field for over a week (S8A–S8D Fig).

We next examined the expression of 2 transcripts that undergo rapid and sustained up-regulation on the shaded sides of stems during phototropism (S8E and S8F Fig). These encode homologs of Arabidopsis *PHYTOCHROME B (PHYB)* and *HOMEOBOX PROTEIN 2 (HB2)*, genes known to be involved in shade avoidance [53,54]. These transcripts are rapidly up-regulated on the west sides of stems 2 hours after dawn; however, this is only true on the first day after transfer to the field (Fig 4F and 4G). 

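In the phototropism libraries, PHYB-like (Ha412HOChr02g0079361) was expressed at 61.1 ± 20.2 CPM (SD, n = 6) on the shaded and 13.8 ± 7.08 CPM on the lit side at ZT4, a log2 fold change of 2.15 (standard error 0.27, edgeR adjusted p = 3.13e-10, higher on the shaded side in 6 of 6 pairs). At ZT5 its log2 fold change was 3.49 (edgeR adjusted p = 1.05e-18, 6 of 6 pairs), and it was differentially expressed at each time point from ZT4 to ZT21. HB2-like (Ha412HOChr13g0623611) was expressed at 127 ± 26.8 CPM on the shaded and 48.7 ± 13.0 CPM on the lit side at ZT4, with a log2 fold change of 1.38 (standard error 0.18, edgeR adjusted p = 4.91e-09, 6 of 6 pairs), and at ZT5 the log2 fold change was 1.68 (edgeR adjusted p = 4.37e-12, 6 of 6 pairs). For both genes, the differences at ZT4 and ZT5 passed in each of the 12 alternative analyses.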

A homolog of *BES1-INTERACTING MYC-LIKE1 (BIM1)*, another gene involved in shade avoidance [55], also had increased expression on the west side at ZT2, albeit not at levels reaching statistical significance (Fig 4H). We next examined the expression patterns of these 3 genes in our RNA-seq data of plants undergoing established solar tracking. Only the homolog of *HB2* is differentially expressed in this condition, being more highly expressed on the east sides of stems at ZT8 (S8 Data). In contrast to what we observed in plants initiating heliotropism, none of these 3 genes are similarly differentially expressed across the stems of established heliotropic sunflowers early in the day. Together, these data demonstrate that even though plants responding to unidirectional blue light in a chamber and those responding to the rising sun on their first day in the field exhibit similar bending, their underlying transcriptional responses are quite different. 

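HB2-like was expressed at 24.5 ± 3.99 CPM (SD, n = 6) on the west and 37.4 ± 6.33 CPM on the east side at ZT8, a log2 fold change of -0.60 (standard error 0.13, edgeR adjusted p = 0.00449) with higher values on the east side in 6 of 6 pairs. It passed in 8 of 12 alternative analyses (edgeR or DESeq2 adjusted p from 3.11e-06 to 0.174), not on the first day alone or with 1 replicate left out (log2 fold change -0.57 without replicate 1).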

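At ZT0 and ZT4, the log2 fold changes were -0.28 and 0.46 for PHYB-like (edgeR adjusted p = 0.808 and 0.610), -0.08 and 0.00 for BIM1-like (edgeR adjusted p = 0.939 and 1.00) and -0.35 and -0.04 for HB2-like (edgeR adjusted p = 0.459 and 1.00). Over all 6 times of day, the lowest edgeR adjusted p was 0.136 for PHYB-like (ZT8, log2 fold change -0.67) and 0.604 for BIM1-like (ZT12, log2 fold change 0.15).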

Our data also suggest the potential involvement of phytochrome-mediated signaling pathways in the initiation of solar tracking.

### Sunflower solar tracking is not affected by alterations in light quality

Our gene expression analysis suggested that early transcriptional events in heliotropism might have more in common with shade avoidance responses than with classical blue light–mediated phototropism. To investigate the possible involvement of multiple light signaling pathways in heliotropism, we tested the effects of changing light quality on the onset and maintenance of solar tracking. To do this, we built boxes using 3 types of filters: one clear, one to limit blue light, and one to limit red light (S9 Fig). Light measurements were taken from inside each box (Fig 4I) in the field. Light inside the clear box had a very similar spectrum to that of unfiltered light measured in the field and was used as a control. In the blue-depleted box, blue as well as violet and UV wavelengths were strongly reduced, while the red-depleted box removed virtually all red and a substantial portion of far-red light (Fig 4I). Soon after dusk, we transplanted 2-week-old chamber-grown sunflowers into one of these 3 boxes in the field and acquired time-lapse images of plant bending. Measurement of stem angles revealed that plants in all 3 types of boxes began tracking the first day, followed by reorientation on the first night (Fig 4J). Plants in all conditions maintained tracking movements for the following 3 days. However, plants in both the blue-depleted and red-depleted boxes exhibited additional movements at night (Fig 4J). The stems of these plants grew much longer than those in the clear box, likely due both to light quality differences and to overall lower light levels in these boxes compared to the clear box (Fig 4L). We suspect the noise in the nighttime reorientation of the plants grown in these 2 depletion boxes is caused by increased circumnutation accompanying the greater growth rates in these conditions compared to the clear box [56]. Despite these increased movements at night, estimations of rhythmicity of the bending movements revealed that over 75% of the plants in each condition, over 5 separate experiments, had significantly rhythmic tracking movements (Fig 4K). Of the 3 conditions, the blue-depleted plants had the lowest percentage of rhythmic trackers, perhaps due to the strong biphasic growth pattern, but overall diel rhythmicity of bending is still very robust (Fig 4J). These data show that both the onset and maintenance of heliotropism are resistant to changes in light quality and suggest that multiple light signaling pathways are involved in the regulation of solar tracking.

## Discussion

Prior to anthesis, the stems of sunflower plants elongate in an antiphasic manner such that the east half grows more during the day and the west half grows more at night [22]. This allows plants to track the sun throughout the day and reorient to face east the following morning. We and others have previously assumed that heliotropism is a specialized form of phototropism [22,57–59]. However, here, we report that the transcriptional profile of solar tracking plants is quite different from that of plants responding to directional blue light in a growth chamber. We also show that solar tracking can begin on the first day plants are transplanted to the field and that the transcriptional response during the onset of heliotropism is distinct both from that seen during phototropism and in established solar trackers. Surprisingly, homologs of genes known to be involved in shade avoidance in Arabidopsis have increased expression on the west side of sunflower stems during the first few hours of their first day in the field, suggesting a potential role for phytochromes in the onset of heliotropism. Additional support for multiple light signaling pathways in solar tracking is provided by the robust tracking rhythms seen during both the onset and the maintenance of heliotropism in plants grown in red- or blue-depleted light conditions.

The role of auxin in phototropism has been best characterized in etiolated hypocotyls and coleoptiles, where higher levels of auxin accumulate on the shaded sides of stems [9]. These higher auxin levels lead to increased expression of auxin-regulated and growth-promoting genes preceding plant curvature towards light [13]. However, genetic studies have revealed different signaling mechanisms function downstream of phototropins in etiolated and de-etiolated Arabidopsis seedlings [60]. Our RNA-seq analysis of transcriptional responses across green phototropic sunflower stems revealed increased expression of thousands of genes on the shaded sides of stems within an hour of directional illumination. These rapidly induced genes are enriched for homologs of auxin-regulated and auxin-signaling genes as well as of other hormone-regulated and growth-promoting genes, similar to those found in phototropic etiolated *Brassica oleraceae* hypocotyls (Fig 1G; [13]). Our data therefore suggest that auxin relocalization plays an important role in the phototropic bending of de-etiolated sunflower stems towards blue light (S10A Fig), consistent with the well-established models for phototropism established primarily in etiolated seedlings [7,9].

The length of our phototropism time course also allowed us to analyze the transcriptional changes occurring later, when sunflower plants begin bending away from the light source in an autostraightening response. To our knowledge, this is the first report of genome-wide changes in gene expression during a proprioceptive response. We find thousands of genes are more highly expressed on the lit than the shaded sides of phototropically bending stems at the time when the plants begin to straighten (Fig 1D and S1 Data). Along with the expected higher expression of homologs of light-regulated genes, these genes are also enriched for homologs of auxin-responsive genes (Fig 1G). This suggests that autostraightening may be mediated by auxin, analogous to the auxin-mediated control of phototropism and gravitropism [7,20,61]. However, studies in pea epicotyls autostraightening after a gravitropic stimulus revealed that the reversal in growth asymmetry during this process is not accompanied by a reversal of the auxin gradient [20]. This conclusion was supported by studies in etiolated Arabidopsis seedlings expressing an auxin-responsive reporter gene [21]. Therefore, the relationship between auxin and autostraightening remains mysterious.

The circadian clock regulates transcription of a large fraction of plant genes, such that hundreds of genes can be significantly differentially expressed when the same genotype is sampled at even 30-minute intervals [62]. Our field RNA-seq data highlight the importance of time-of-day in the control of gene expression, as the time of collection has a much larger impact on gene expression than the side of stem or date of collection (Fig 2C). We found 62% of sunflower genes have robust diel rhythms, considerably more than the roughly 1/3 of expressed transcripts found to cycle in constant environmental conditions in Arabidopsis and sugarcane [63,64]. However, in sugarcane maintained in field conditions with cycling light, temperature, and humidity, 68% of genes in leaf tissue are rhythmic [65], similar to our results in sunflower. Notably, a significant proportion of rhythmic sunflower transcripts peak either in the late afternoon (ZT10) or in the late night (ZT22), in anticipation of the environmental transitions of dusk and dawn (Fig 2G). Similarly, bimodal phase distributions of rhythmic gene expression have been observed in other plants and even in diurnal primates [66–68]. These data suggest important roles for both the circadian clock and environmental response pathways in the control of gene expression in the natural environment.

Although time-of-day is the predominant determinant of differences in gene expression in our field experiment (Fig 2C), we identified many genes differentially expressed between the east and west sides of solar tracking sunflower stems. We were surprised to find relatively few genes differentially expressed across stems in the morning while thousands are differentially expressed in the late day and night (Fig 2J). The time point with the most differential expression across the stem is in the early night (ZT16), a time when there cannot be a light gradient across stems but when the west sides of stems are growing faster than the east sides [22]. The other nighttime time point, ZT20, has the second largest number of differentially expressed genes across the stem. Together, more than 70% of the differential expression detected in our heliotropism experiment occurs during the night (Fig 2J and S8 Data), even though these samples only represent 1/3 of our time course. This suggests that internal cues, rather than direct responses to environmental signals, predominantly control heliotropic growth patterns.

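Summed over the 6 times of day there were 4423 significant differences, of which 3199 (72.3%) fell at ZT16 and ZT20. Counted by gene, 2840 of the 3371 genes differentially expressed at least once (84.2%) were so at ZT16 or ZT20. The share of differences at night was 57.4% in the paired model, the lowest among the alternatives, 61.4% on the first and 81.9% on the second day alone, and between 73.4% (without replicate 3) and 82.9% (without replicate 1) with 1 replicate left out.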

We and others previously suggested that auxin relocalization plays an important role in the bending of stems from east to west during the day [22]. However, we did not observe any enrichment of auxin-related GO terms among genes with higher expression on the east sides of stems during the day (Fig 2M). This is in marked contrast to the enrichment of auxin terms among genes up-regulated on the shaded sides of stems of sunflowers bending towards blue light in a growth chamber (Fig 1G). These data call into question the presumption that daytime solar tracking movements are driven primarily by the canonical phototropin signaling pathway. On the other hand, genes with higher expression on the west sides of stems at night are enriched for predicted functions in auxin signaling and response (Fig 2M). Together, this suggests that auxin may play a role in nighttime, but perhaps not daytime, reorientation of solar tracking stems (S10B Fig).

Direct comparisons of gene expression during phototropism and solar tracking highlight additional differences between these processes. The genes most differentially expressed across the stems of heliotropic plants have large differences in amplitudes or phases of expression (Fig 2H and 2I). While these 2 groups of genes are also generally differentially expressed in phototropic plants, their expression kinetics and GO term enrichment (Figs 3D, 3N and S6) suggest that they act in cellular maintenance pathways induced in response to elongation growth rather than acting to initiate bending. Similarly, transcripts with expression patterns correlated with the onset of phototropic growth in the growth chamber show only modest differences in expression across heliotropic stems (Fig 3G and 3H). The lack of morning induction of phototropism- or auxin-related genes on the east sides of solar tracking sunflowers suggests phototropin-mediated auxin relocalization may not be the basis for daytime bending movements of heliotropic plants (S10B Fig).

We considered the possibility that the initiation of solar tracking and its maintenance might be mediated by different pathways. For example, Arabidopsis seedlings exposed to long periods of shade undergo rewiring of the connections between light and auxin signaling components such that sustained growth becomes independent of enhanced auxin levels [69]. We tested this by examining the expression patterns of 9 transcripts rapidly and transiently induced by unilateral blue light in the growth chamber in plants initiating solar tracking in the field. None of these transcripts are differentially expressed across stems of these field-grown plants during the first day, despite the rapid induction of daytime bending movements (Figs 4A–4E and S8). However, several transcripts whose homologs are involved in shade avoidance responses in Arabidopsis are rapidly induced on the west sides of stems in plants just moved to the field (Figs 4F–4H and S8). After a full day outside, however, these transcripts have very similar expression patterns on the east and west sides of solar tracking stems. These data suggest that similar to shade avoidance in Arabidopsis [69], the initiation and maintenance of heliotropism in sunflower may rely on different genetic networks.

The dissimilarity between gene expression in heliotropic plants in natural light and phototropic plants in monochromatic blue light leads us to suggest that multiple photoreceptors contribute to heliotropic movements in sunflower. This possibility is bolstered by the ability of plants to robustly initiate and maintain solar tracking movements in both blue-depleted and red-depleted light conditions (Fig 4I–4K). While abundant work has shown that phototropins are key mediators of hypocotyl bending towards blue light [7,9], other photoreceptors also regulate seedling phototropism. For example, in green Arabidopsis seedlings, phytochromes and cryptochromes have been reported to inhibit phototropism [60]. And while in most cases monochromatic red light has been reported to not induce phototropism, several papers have implicated phytochromes in positive phototropism of aerial tissues towards red light and away from far-red light [70–74]. Finally, a recent publication examining the bending of Arabidopsis inflorescence stems towards the sun showed a major role for cryptochromes, with only minor contributions from phototropins and UVR8 in this response [58]. Thus, we propose that in the natural environment, the initiation and maintenance of heliotropism in sunflower likely depends on both blue and red light photoreceptors in a process distinct from classical phototropin-mediated phototropism.

While in this study we have focused on transcriptional regulation, it is possible that posttranslational regulatory mechanisms play a prominent role in the control of heliotropism. For example, it has been proposed that cytoskeletal components are involved in sensing and responding to stem curvature [19,75,76]. Stem bending in poplar has been reported to generate a propagated electrical signal, perhaps generated by mechanosensitive membrane channels [77,78]. Finally, while auxin can promote growth through transcriptional regulation, it has recently been reported that it can also rapidly activate kinases that directly phosphorylate and activate plasma membrane H^+^-ATPases [79–81]. Further studies are required to determine whether any of the above processes contribute to the control of heliotropism.

## Materials and methods

### Plant growth conditions

Sunflower seeds (HA412-HO) were obtained from USDA North Central Regional Plant Introduction Station (USDA Germplasm Resources Information Network ID: PI 603993). Seeds were germinated in flats (filled with SunGro Sunshine mix #1) covered with a lid for 2 days. Lids were then removed and plants were grown in controlled environment chambers in 16 hours light:8 hours dark with 180 μmol m^−2^ s^−1^ fluorescent light at constant 25 °C. For phototropism experiments, 2-week old sunflowers were placed in front of unidirectional blue lights (Yescom 225 Blue LEDs Grow Light Ultrathin Panel, 280 μmol m^−2^ s^−1^) in a growth chamber at constant 25 °C. Sunflowers used for the onset of heliotropism experiments were grown in chambers with cycling temperature and photoperiod mimicking the field conditions for 2 weeks after germination and were then transplanted to the field after the sun had fully set. Plants used for established heliotropism field experiments were transplanted to the field 4 to 5 days after germination.

### Tropism measurements

For phototropic and autostraightening bending analysis, time-lapse images were taken with a raspberry Pi 3 with infrared light and camera adapted from (https://maker.danforthcenter.org/tutorial/raspberry%20pi/led/raspberry%20pi%20camera/RPi-LED-Illumination-and-Imaging) [82]. For heliotropic bending analysis in the field, time-lapse images were taken using BirdCam 2.0 (Wingscapes) cameras. Stem angles from the base of the first internode to the apex were measured using ImageJ software [83].

### RNA sequencing analysis

For all RNA-seq experiments, stem peels were collected from the first internodes of 2-week old plants using a vegetable peeler. Peels were collected from just below the stem apex to the bottom of the first internode. Consistent pressure was used for each peel to ensure similar thickness for each sample. The entire peel from each plant was frozen in liquid nitrogen and homogenized for use in extractions. For the field RNA-seq experiment, samples were collected at 4-hour intervals over 48 hours, starting at dawn on August 18, 2016. Day length was 13.5 hours; temperatures during this period are shown in S11A Fig. Tissue from the east and west sides of stems from 6 plants was collected at every time point. Two peels were pooled before RNA extraction to generate 3 biological replicates per time point. For the phototropism experiment, samples were collected from the lit and shaded sides of stems at ZT3, ZT5, ZT7, ZT9, ZT12, ZT15, ZT18, and ZT21. Stem peels from 2 different plants were pooled for each biological replicate, for a total of 6 biological replicates for each side at each time point. RNA was extracted and libraries were built using a previously described high-throughput RNA library preparation protocol [84]. Libraries from each experiment were separately multiplexed and sequenced at the California Institute for Quantitative Biosciences (QB3) using HI-seq4000 and 50-base pair single-end runs.

The sunflower transcriptome was built using the Rpackage cufflinks v2.2.1 gffRead using the Ha412HOv2.0 genome and the Eugene annotation (HAN412_Eugene_curated_v1) [29,85]. Reads were quality filtered using the fastx toolkit quality filter to have a minimum quality score of 20 in at least 95% of bases [86]. Reads counts were generated using salmon-1.4.0 to align and quantify the reads against the generated transcriptome [87]. The field data had an average of 16.8 million counts per sample, and the phototropism data had an average of 12.1 million counts per sample. Genes were removed if they did not have at least 10 counts in at least 3 samples for the field experiment, or in at least 6 samples in the phototropism experiment. Reads were normalized using the R package edgeR with the TMM method, and differentially expressed genes were determined by pairwise comparisons of sides of the stem (east versus west or shaded versus lit) at each time point, FDR < 0.05 [88]. For the differential expression analysis of the field data, the 2 days were combined into one, so each time point had 6 replicates per side. Rapidly induced genes during phototropism were identified by the overlap of the genes more highly expressed on the shaded side at ZT4 over ZT3, and ZT4 shaded over ZT4 lit during phototropism. Lit late induced genes during phototropism were identified by the overlap of those more highly expressed on the lit side at ZT15 over the shaded size at ZT15, and ZT18 lit over ZT9 lit during phototropism (FDR <0.05).

GO enrichment was performed using the R package clusterProfiler [89]. Arabidopsis homologs of each sunflower gene were found using blastx against the Arabidopsis proteome (TAIR10_pep_20101214), with an evalue cutoff of < 9.9 × 10^−10^ (S11 Data). GO terms were then assigned to each sunflower gene based on the top Arabidopsis hit using the terms found in ATH_GO_GOSLIM.txt.gz. Enriched GO terms were then found for each list of differentially expressed genes using all expressed genes as the background, FDR < 0.05.

Diel expression patterns of the field edgeR normalized counts were analyzed using the R package DiscoRhythm [35]. The Cosinor method was used to calculate acrophase, amplitude, and rhythmicity (FDR < 0.05) for each gene on both sides of the stem. Genes with an acrophase difference of >3 hours were considered differentially phased across the stem. Genes with >2-fold differences in amplitude across the stem were considered to have different amplitudes. PCA was performed on the heliotropism edgeR log transformed normalized counts using the R function prcomp [33].

### qPCR analysis

Sunflowers at 2 weeks after germination were transplanted into the field after sunset. Stem tissue was collected from the east and west sides of plants, starting at dawn, every 2 hours for 1 day and every 4 hours for 2 more days. Tissue was collected from 6 plants for each time point, and 2 plants were pooled for each biological replicate for a total of 3 biological replicates per time point. RNA was extracted using Spectrum plant total RNA kit (Sigma), and cDNA was synthesized from 300 ng of total RNA using Superscript III reverse transcriptase (Invitrogen). Quantitative PCR was performed using BioRad CFX96 as previously described [90]. Expression was normalized to 2 house keeping genes, *ELONGATION FACTOR 1*-*α* (*Ha412HOChr11g0495951*) and *UBIQUITIN-CONJUGATING ENZYME 21* (*Ha412HOChr06g0274091*), and analyzed using BioRad CFX Manager 3.1 software. Statistical significance was calculated using Welch’s *t* test, pvalue < 0.05. Primers used for qPCR are found in S12 Data.

### Filter box assays

Experiments with filter boxes were conducted between August 12, 2021 and September 17, 2021, in Davis, California; day lengths during this period ranged between 13 hours 37 minutes and 12 hours 21 minutes. Mean, maximum, and minimum temperatures during these trials are shown in S11B Fig. Filter boxes were constructed with Rosco Roscolux light filters (Stage Lighting Store, Florida), #00 clear, #15 deep straw, and #375 cerulean blue. Light filters were wrapped and secured around garden support stakes to form a large box. A space of 1 to 2 inches was left at the top of the box between the walls and roof to provide air flow, and awnings of the appropriate filters were added to prevent nonfiltered light from entering through the openings. The boxes were placed into the field, held in place by garden stakes driven into the dirt. Light quality measurements were taken using a Black Comet spectrophotometer (StellarNet, Florida) from inside each of the boxes at the position and height of the plants. When measured at 11:30 AM, total PAR (400 nm to 700 nm) was 1,363 μmol m^−2^ s^−1^ within the clear box, 821 μmol m^−2^ s^−1^ within the deep straw box, and 410 μmol m^−2^ s^−1^ within the cerulean blue box. Approximately 4 to 6 plants were transplanted and monitored in each box for 3 to 4 days per trial. Mean and minimum and maximum daily temperatures during each of the 5 trials are shown in S11 Fig.

Rhythmicity of stem angle measurements was analyzed for each plant using the Biodare2 [91] eJTK test method with a pvalue < 0.001, *n =* 22. Percent stem growth was calculated by measuring the length from the bottom of the first internode to just below the apex, from dawn on the first day until dawn of day 5. Statistical significance was calculated using Welch’s *t* test, pvalue < 0.05.

## Supporting information

S1 Fig Cross-section of sunflower stem and stem peels. **(A)** Cross-section of whole sunflower stem. Stem section stained with 0.05% toluidine blue and image taken at 25× magnification using a dissection scope. **(B)** Cross-section of stem peel stained with 0.01% toluidine blue and image taken at 100× magnification using a Zeiss Axioskop 2 plus.
(TIFF) Click here for additional data file.

S2 Fig GO enrichment analysis of differentially expressed genes during phototropism. GO enrichment analysis of genes differentially expressed genes during phototropism between ZT4 and ZT21. All terms for processes involved in light signaling, hormone regulation, and growth are shown for lit and shaded sides of stems. The underlying raw data may be found in S2 Data.
(TIFF) Click here for additional data file.

S3 Fig GO enrichment analysis of differentially expressed genes during phototropism. GO enrichment analysis of genes differentially expressed genes during phototropism between ZT4 and ZT21. All terms for processes involved hormone regulation, growth, cell wall–related processes, translation, and ribosomal processes are shown for lit and shaded sides of stems**.** The underlying raw data may be found in S2 Data.
(TIFF) Click here for additional data file.

S4 Fig Overlap of up-regulated genes during phototropism and autostraightening. **(A)** Venn diagram of all up-regulated genes on the shaded side at ZT4 and lit side at ZT15 in phototropic plants. (**B)** Venn diagram of genes assigned the “Response to Auxin” GO term that are up-regulated on the shaded sides of stems at ZT4 and on the lit sides of stems at ZT15 in phototropic plants. The underlying raw data may be found in S3 Data.
(TIFF) Click here for additional data file.

S5 Fig Expression of core clock gene homologs during heliotropism. **(A)** *RVE8*-like (Ha412HOChr07g0311811). **(B)** *RVE8*-like (Ha412HOChr14g0679651). **(C)** *RVE6*-like (Ha412HOChr16g0792081). **(D)** *RVE6*-like (Ha412HOChr09g0395701). **(E)** *PRR7*-like (Ha412HOChr08g0341571). **(F)** *PRR7*-like (Ha412HOChr01g0042171). **(G)** *PRR3*-like (Ha412HOChr14g0684881). **(H)** *PRR3*-like (Ha412HOChr07g0319851). **(I)** *TOC1*-like (Ha412HOChr02g0065721). **(J)** *LUX*-like (Ha412HOChr08g0371471). **(K)** *ELF3*-like (Ha412HOChr07g0293611). **(L)** *ELF3*-like (Ha412HOChr02g0074131). **(A-L)** Normalized expression over time for stems undergoing heliotropism (mean +/− SEM, *n =* 3). The underlying raw data may be found at NCBI GEO, accession GSE229654.
(TIFF) Click here for additional data file.

S6 Fig Expression of genes with different diel phases across heliotropic stems during phototropism. **(A, B)** Genes with different acrophases on the east and west sides of stems; west side acrophases between ZT16 and ZT24 **(A)** or between ZT8 and ZT16 **(B)**. **(C, D)** Zscore-normalized mean expression of these differentially phased genes (shown in **A, B**) during phototropism. Lines fitted with LOESS. Ribbons represent 95% confidence intervals. The underlying raw data may be found in S6 Data for S6A and S6B Fig and in S17 Data for S6C and S6D Fig.
(TIFF) Click here for additional data file.

S7 Fig Genes with amplitude differences in expression during heliotropism are not correlated with initiation of phototropism. **(A)** Genes with a >2-fold difference in amplitude between east and west sides of stems during heliotropism. Zscore-normalized mean CPM of these genes during phototropism. Lines fitted with LOESS. Ribbons represent 95% confidence intervals. **(B)** Venn diagram showing overlap between those genes with an amplitude difference during heliotropism and genes with a phase difference during heliotropism. The underlying raw data may be found at NCBI GEO, accession GSE229654 and in S7 and S17 Data for S7A Fig; and in S6 and S7 Data for S7B Fig.
(TIFF) Click here for additional data file.

S8 Fig Differential gene regulation between phototropism, onset of heliotropism, and established heliotropism. **(A)** *IAA4*-like (*Ha412HOChr10g0435441*). **(B)** *SAUR12*-like (*Ha412HOChr07g0303111*). (**C**) *IAA4*-like (*Ha412HOChr01g0004341*). (**D**) *PIN7*-like (*Ha412HOChr01g0035481*). (**E**) *PHYB*-like (*Ha412HOChr02g0079361*). (**F**) *HB2*-like (*Ha412HOChr13g0623611*). (**G**) *BIM1*-like (*Ha412HOChr02g0064141*). **(H)** *KAT1*-like (*Ha412HOChr04g0179931*). **(I)** *EIN3*-like (*Ha412HOChr15g0726161*). **(J)** *EBF1*-like (*Ha412HOChr01g0047431*). **(K)** *NPY8*-like (*Ha412HOChr12g0580251*). The left graph in all panels is the normalized expression over time on shaded and lit sides of stems (mean +/− SEM, *n* = 6) undergoing phototropism in a growth chamber. The middle graph for all panels is normalized expression during the first 3 days in the field (mean +/− SEM, *n* = 3, except ZT64 west, *n* = 2). Statistical significance calculated using Welch’s *t* test, qvalue < 0.05. The right graph for each panel is normalized expression over time for stems maintaining heliotropic movements (mean +/− SEM, *n* = 3). The underlying raw data may be found in S14 Data for the middle plots, and at NCBI GEO, accession GSE229654, for the plots on left and right sides of the figure.
(TIFF) Click here for additional data file.

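BIM1-like had a log2 fold change of 1.69 in phototropic stems at ZT4 (standard error 0.15, edgeR adjusted p = 7.79e-17, higher on the shaded side in 6 of 6 pairs), with 44.6 ± 9.01 CPM (SD, n = 6) on the shaded and 13.8 ± 3.72 CPM on the lit side. KAT1-like had a log2 fold change of 1.00 at ZT5 (standard error 0.24, edgeR adjusted p = 0.00104, 6 of 6 pairs, 54.6 ± 16.9 CPM against 27.8 ± 12.5 CPM). At ZT4 the log2 fold change was 1.37 for EIN3-like (standard error 0.20, edgeR adjusted p = 3.88e-08, 6 of 6 pairs, 85.7 ± 12.8 CPM against 33.2 ± 6.98 CPM), 0.80 for EBF1-like (standard error 0.18, edgeR adjusted p = 4.69e-04, 6 of 6 pairs, 159 ± 29.7 CPM against 91.4 ± 22.0 CPM) and 1.13 for NPY8-like (standard error 0.15, edgeR adjusted p = 7.42e-09, 6 of 6 pairs, 182 ± 46.5 CPM against 83.3 ± 8.90 CPM). All of these passed in each of the 12 alternative analyses.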

S9 Fig Photos of light filter boxes. Photos taken in the field of light filter boxes, **(A)** clear box, **(B)** blue-depleting box, **(C)** red-depleting box.
(TIFF) Click here for additional data file.

S10 Fig Comparison of sunflower phototropism and heliotropism. **(A)** Sunflower plants bending towards blue light in a growth chamber show transcriptional responses typical of the phototropin signaling pathway. **(B)** Daytime heliotropic movements likely depend on multiple types of photoreceptors but do not display transcriptional patterns associated with specific hormone signaling pathways. Nighttime heliotropic movements are associated with extensive differential gene expression across the stem, with enrichment for auxin signaling and response genes on the faster growing, west sides of stems.
(TIFF) Click here for additional data file.

S11 Fig Temperatures during field trials. **(A)** Temperatures during collection of tissue samples for RNA-seq analysis of gene expression during heliotropism. **(B)** Average temperatures during each filter box trial. Ribbons represent the minimum and maximum temperatures during each trial. All temperatures are in degrees Celsius. The underlying raw data may be found in S16 Data.
(TIFF) Click here for additional data file.

S1 Table Statistics for overlap of differentially expressed genes. Fisher’s exact test run on each combination of the overlap of differentially expressed genes as shown in Fig 3M.
(TIFF) Click here for additional data file.

S1 Data Differential gene expression of the shaded and lit sides of sunflower stems during phototropism. Pairwise comparisons of the normalized counts of the shaded and lit sides of sunflower stems at each time point collected. Genes with a logFC of > 0 are more highly expressed on the shaded side and genes with a logFC of < 0 are more highly expressed on the lit side.
(XLSX) Click here for additional data file.

S2 Data Gene ontology enrichment analysis of differentially expressed genes during phototropism. All statistically significantly enriched GO terms for genes significantly more highly expressed on one side of the stem at each time point.
(XLSX) Click here for additional data file.

S3 Data List of differentially expressed genes shown in S2 Fig. List of genes more highly expressed on the shaded side of phototropic stems at ZT4, the lit side at ZT15, and their overlap. List of genes overexpressed at ZT4 shaded and ZT15 lit, which are found in the response to auxin category.
(XLSX) Click here for additional data file.

S4 Data Diel analysis of the heliotropism transcriptome. Analysis of rhythmic expression of genes on either the east or west sides of stems during 2 days of heliotropism.
(XLSX) Click here for additional data file.

S5 Data Gene ontology enrichment analysis of genes with different peak phases during heliotropism. All statistically significantly enriched GO terms for genes with diel rhythms. Each gene was assigned to one of six 4-hour bins.
(XLSX) Click here for additional data file.

S6 Data List of genes with a phase difference during heliotropism. All sunflower genes with a greater than 3-hour acrophase difference between the east and west sides of stems during heliotropism.
(XLSX) Click here for additional data file.

S7 Data List of genes with an amplitude difference during heliotropism. All sunflower genes with an amplitude fold change greater than 2 between the east and west sides of stems during heliotropism.
(XLSX) Click here for additional data file.

S8 Data Differential gene expression across the east and west sides of sunflower stems during heliotropism. Pairwise comparisons of the normalized counts of the east and west sides of sunflower stems at each time point. Genes with a logFC of > 0 are more highly expressed on the west side and genes with a logFC of < 0 are more highly expressed on the east side.
(XLSX) Click here for additional data file.

S9 Data Gene ontology enrichment analysis of genes differentially expressed during heliotropism. All statistically significantly enriched GO terms for genes with differential expression across the stem at each time point.
(XLSX) Click here for additional data file.

S10 Data Gene ontology enrichment analysis of genes with different phases across the stem during heliotropism. All statistically significantly enriched GO terms for rhythmic genes with a greater than a 3-hour difference in acrophase across the stem during heliotropism. Genes were split into early day-phased or night-phased groups.
(XLSX) Click here for additional data file.

S11 Data Annotation file including sunflower gene IDs and Arabidopsis homologs. Arabidopsis homologs of each sunflower gene were found using blastx against the Arabidopsis proteome (TAIR10_pep_20101214), with an evalue cutoff of < 9.9 × 10^−10^. The single best Arabidopsis hit was retained for each gene search.
(XLSX) Click here for additional data file.

S12 Data Primer sequences used for qPCR. (XLSX) Click here for additional data file.

S13 Data Stem angle measurements. Angles of plant undergoing phototropism or heliotropism; data are plotted in Figs 1B, 1C, 2B, 4A and 4J.
(XLSX) Click here for additional data file.

S14 Data Gene expression levels as determined by qPCR. Normalized data plotted in Figs 4B–4H and S8 are provided, as are the Cq values of the independent biological replicates for both the genes of interest and housekeeping genes.
(XLSX) Click here for additional data file.

S15 Data Light spectra and analysis of heliotropism in altered light conditions. Spectral data plotted in Fig 4I as well as circadian parameters for heliotropic movement of plants grown in these conditions (Fig 4K and 4L) are provided.
(XLSX) Click here for additional data file.

S16 Data Temperature conditions during field heliotropism experiments. Temperatures when stem samples were collected for RNA-seq and during heliotropism under altered light conditions; data are plotted in S11 Fig.
(XLSX) Click here for additional data file.

S17 Data Expression data for genes with mean expression values plotted in Figs 3, S6 and S7. Z-score-normalized expression data for genes with mean values plotted in Figs 3D, 3G, 3H, 3K, 3L, S6C, S6D and S7A. The raw and counts per million normalized counts for these transcripts may be accessed at NCBI GEO, accession # GSE229654.
(XLSX) Click here for additional data file.

S18 Data Gene ontology enrichment analysis of genes differentially expressed across stems during both phototropism and heliotropism. Statistically significantly enriched GO terms for genes differentially expressed across stems in the comparisons shown in Fig 3M and 3N.
(XLSX) Click here for additional data file.

## Abbreviations

ARF: auxin response factor
*BIM1*: *BES1-INTERACTING MYC-LIKE 1*
GO: gene ontology
*HB2*: *HOMEOBOX PROTEIN 2*
*IAA4*: *INDOLE-3-ACETIC ACID INDUCIBLE4*
*NPH3*: *NON-PHOTOTROPIC HYPOCOTYL 3*
PCA: principal component analysis
*PHOT1*: *PHOTOTROPIN 1*
*PHOT2*: *PHOTOTROPIN 2*
*PHYB*: *PHYTOCHROME B*
*PIN*7: *PIN-FORMED*7
PP2C-D: D-CLADE TYPE 2C PROTEIN PHOSPHATASE
qRT-PCR: quantitative reverse transcription polymerase chain reaction
*SAUR*: *SMALL AUXIN UP-REGULATED*
*SAUR12*: *SMALL AUXIN UP-REGULATED RNA12*
UVR8: UV RESISTANCE LOCUS8
ZT: Zeitgeber Time

How the deposited data were processed for this re-analysis (not part of the article)

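Stem peels were taken from the lit and shaded sides of plants under directional blue light at 9 time points over 18 hours (phototropism, 6 libraries per side and time point) and from the west and east sides of solar tracking plants in the field at 6 times of day on 2 days, every 4 hours (heliotropism, 3 libraries per side, time of day and day). Each library pooled 2 plants. All libraries could be mapped to a side, time point and replicate number from their labels, and these matched the groups in the results of the paper, with 0 columns of no known sample. The methods of the paper list 8 phototropism time points, without ZT4, and its results and the labels give 9.

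The authors filtered the reads by quality, assigned them with salmon to a transcriptome made from the sunflower genome annotation and deposited an estimated count per gene, not normalized. Estimated (expected) counts need not be whole, and 46.9% of the values above 0 were whole in phototropism and 44.6% in heliotropism. Rows without a gene name made up 0 rows of either table. The authors also deposited signal values, normalized CPM of 32389 genes in phototropism and 34071 in heliotropism. These were checked against the counts and equal, within a relative difference of 0.00078, TMM-normalized CPM of the unrounded counts of genes with more than 10 counts. The count tables list 46480 genes, of which 44091 had a count in a phototropism library and 44265 in a heliotropism library. Before the data were examined, whole counts were assumed. Because the files hold estimated counts, they were rounded to whole numbers for all count models.

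From the rounded counts, differential expression was computed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test, Benjamini-Hochberg adjustment over the genes of each comparison, adjusted p under 0.05). Genes with at least 10 counts in at least 6 libraries (phototropism, 32644 genes) or at least 3 libraries (heliotropism, 34315 genes) were tested, and each side and time point formed 1 group of a joint model per experiment. In heliotropism the 2 days were combined. CPM values were computed from the counts with the same normalization. A gene's fold change is that of the fitted model. Where a group lay at or under 3 counts in all its libraries, list medians are also given with such genes at that bound.

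Rhythms were fitted per side with a cosine curve of 24 hours to linear CPM, and a gene was rhythmic at a q under 0.05 of the F test. Acrophases more than 3 hours apart and amplitudes more than 2-fold apart were counted as differences, for genes rhythmic on both sides. Principal components were computed with prcomp on log2 CPM (prior count 2), centered and not scaled. Gene sets were compared by two-sided Fisher tests over the genes tested in phototropism, in heliotropism or, for sets of different experiments, in both. A change of the side difference between the days was tested as the interaction of day and side in an edgeR model with 1 group per side, time of day and day. For lists of genes, z-scores of each gene's CPM were averaged in each library, and the 6 and 6 libraries of the sides were compared by an exact two-sided permutation test. P values of the 18 such comparisons made at the claims were adjusted together by the Benjamini-Hochberg method. Gene lists from GO terms, taken from the supplementary tables of the paper, were each tested only in the experiment from which they had not been drawn, with camera of limma 3.58.1 (correlation preset at 0.01, adjusted over 87 tests). These are the lists for cellular response to UV-A, cellular response to blue light, red, far-red light phototransduction, xyloglucan metabolic process, cell wall biogenesis, gibberellic acid mediated signaling pathway and basipetal auxin transport from phototropism at ZT4, tested in heliotropism. From heliotropism came auxin-activated signaling pathway, cell wall organization, ribosome biogenesis, cellular response to blue light and cytoplasmic translation, tested in phototropism. Tables were read with data.table 1.17.8, and summaries were made with Python 3.11.15.

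Genes were named by a rule. It covers each gene whose ID the paper gives, XTH23-like and EXPL1-like as the only genes with these Arabidopsis names in the supplementary tables, and at phototropism ZT4 and ZT15 and heliotropism ZT8 and ZT16 the gene with the largest fold change in each direction among those with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between the sides. Other named genes are said to have been chosen after their values were seen. The rule, the design of each test, the gene lists and the alternatives were fixed before the data were examined, except the alternatives said to be chosen after seeing the data.

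The estimated counts summed to 4485611 to 28394943 per library in phototropism (median 11119560) and to 5074975 to 30834562 in heliotropism (median 16615264). The 10 most abundant genes took 2.58% to 4.89% of the counts of a library in phototropism and 2.88% to 6.48% in heliotropism. No 2 replicates differed by as little as sampling noise, since over 270 pairs of replicates in phototropism and 72 in heliotropism the lowest dispersion index of their counts was 5.10 and 4.55, where sampling noise alone gives about 1.

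Libraries of both sides with the same number were checked for pairing by the correlation, across genes with a mean of at least 5 CPM, of their deviations from the group means. In phototropism (20724 genes) the 54 pairs had correlations from 0.380 to 0.888 (median 0.599), and the best match of each library was its own pair in 54 of 54, so the replicate numbers pair the libraries. In heliotropism (21178 genes) the 36 pairs had correlations from 0.0771 to 0.576 (median 0.335), and 34 of 36 matched best with their own number, all but replicate 1 at ZT12 of the first day and replicate 3 at ZT24. The 2 pairs under 0.1 were replicate 3 at ZT20 and at ZT24, so by a limit of 0.1, set before the values were seen, the numbers pair the libraries at ZT4, ZT8, ZT12 and ZT16 but not all of them at ZT0 and ZT20. Replicate 1 at ZT12 lay just above the limit (0.107), so that pair is doubtful too. These correlations are across genes, which are not independent replicates. The paired model has the replicate number within time point and day as a block.

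The edgeR test was tried on simulated counts, drawn from the means, spread and library sizes of 1 time point of each experiment. In them, 200 genes of at least 10 CPM were changed 2-fold or 4-fold. The simulated libraries were independent, without pairs, and were fitted by themselves. The rates therefore do not carry over to the joint models, to paired libraries or to genes with lower expression. With 6 libraries per side, 83.0% of the changed genes were called in phototropism and 99.5% in heliotropism, and 3.49% and 4.79% of all calls were false. With 3 libraries per side, 58.5% and 95.5% were called. Of 500 simulated rhythmic genes, 100% were called rhythmic, with a median error of the acrophase of 0.300 hours, and 1.20% of flat genes were called. These genes had a preset spread and a fixed relative amplitude, which were not taken from the data.

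The alternatives were DESeq2 1.42.0 in place of edgeR, RLE normalization, no filter on low counts, only the libraries of the time point in the model, the replicate number as a block, each replicate left out in turn and, in heliotropism, the day as a term and each day alone. For rhythms they were log2(CPM + 1), a day term, a q under 0.01, RLE normalization, no filter and each replicate left out; for principal components scaled genes, a prior count of 1, RLE normalization, no filter and each replicate left out; for z-scores log2(CPM + 1), RLE normalization, single days, paired sign flips and each replicate left out; and for list tests fry, an estimated correlation and the pairs as a block. Chosen after seeing the data were unrounded counts with more than 10 counts (also for the principal components), the authors' deposited CPM for rhythms, a q under 0.001 and under 0.0001 for genes rhythmic on 1 side, the alternatives of the interaction of day and side, and thinning of day 1 and of pairs to equal depth. Groupings of the libraries other than the real one were made by exchanging the sides of pairs (32 ways, the mirror images counted once), by 100 random splits where the numbers do not pair the libraries, and by dealing pairs to days (10 ways), each with only the libraries of the time point in the model. For rhythms, the sides of pairs were exchanged, or times shuffled, in 100 draws.

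Left out were enrichment of GO terms over all genes, since the annotation of all sunflower genes was not used here, and the stem angles, stem lengths, light spectra and qPCR measurements of the paper, which are not analysed here. Gene coordinates were not used here. Supplementary tables whose copies are shortened were used for no set test.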

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

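Of the tests below, those at equal depth were chosen only after the result was seen.

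In 6 of 130 groups of 6 libraries, 1 library lay far above the others, measured as its gap to the nearest library over the range of the group. About 1 in 20 groups has such a library by chance, and the 36 groups of list means held 1 and the 94 groups of named genes 5. On the shaded side at phototropism ZT9, replicate 6 had a higher mean z-score of the differently phased genes than the others (ratio 0.636, 0.701 against 0.0907 to 0.313). For IAA4-like Ha412HOChr10g0435441 at ZT4 (ratio 0.628, 76.2 CPM against 52.9 to 61.6 CPM) and PIN7-like at ZT5 (ratio 0.656, 116 CPM against 38.3 to 65.0 CPM) it was shaded replicate 1. For HB2-like it was lit replicate 2 at ZT4 (ratio 0.727, 74.4 CPM against 37.6 to 47.7 CPM) and at ZT5 (ratio 0.664, 54.8 CPM against 34.1 to 41.0 CPM). For XTH23-like at heliotropism ZT8 it was west replicate 1 of the second day (ratio 0.628, 58.4 CPM against 23.9 to 36.8 CPM).

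Each of these values was recomputed without the replicate in question. The mean z-score difference of the differently phased genes at ZT9 was 0.449 without replicate 6, and the log2 fold change of PIN7-like at ZT5 was 0.99 without replicate 1, where it no longer passed the threshold. The log2 fold change of HB2-like was 1.44 at ZT4 and 1.75 at ZT5 without replicate 2, and that of XTH23-like at ZT8 -1.41 without replicate 1, and these passed. IAA4-like Ha412HOChr10g0435441 had 0.51 at ZT4 without replicate 1 and did not pass with or without it. The number of such libraries is what chance gives, so no further technical explanation was tested, and the design gives no biological explanation for a single library.

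The difference between west and east sides changed between the 2 days for 2 genes at ZT12 and 1 gene at ZT20, by a test of the interaction of day and side (edgeR, 34315 genes tested at each time of day). In the paired model, chosen after seeing the data, the test gave 0 genes at ZT12, 1 at ZT16 and 16 at ZT20. At ZT20 the numbers do not pair all libraries. Ha412HOChr07g0288441 at ZT12 had 119 ± 202 CPM (SD, n = 3) on the east side of the second day and 1.56 to 1.87 CPM in the means of the other 3 groups (log2 difference of the fold changes -6.21, standard error 1.16, edgeR adjusted p = 0.0334). That mean rests on 1 library, east replicate 2 at ZT36, with 5346 counts (355 CPM), while the next highest of the 72 libraries had 5.76 CPM. The gene was not significant without replicate 2, after which 0 genes were left at ZT12 (657 at an unadjusted p under 0.05). In phototropism, lit replicate 4 at ZT3 had 7407 counts (601 CPM) of this gene and the next highest phototropism library 5.27 CPM. Among genes with at least 100 CPM in a library and 50 times the next highest library, it was the only one in either experiment. The counts of other genes in these libraries showed no such peak, which argues against a difference in depth or composition of the whole library. No explanation of the peaks was tested further, among them sequences from another organism, a contamination during library preparation and a real difference of single plants.

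Ha412HOChr09g0379461 at ZT12 had 2.50 CPM on the west and 0 CPM on the east side of the first day and 1.84 and 3.12 CPM on the second (edgeR adjusted p = 0.0334, 0 to 91 counts in a library). Because the east libraries of the first day hold no count, no fold change is given. Ha412HOChr09g0402811 at ZT20 had 5.76 ± 0.648 CPM (SD, n = 3) on the west and 11.9 ± 1.77 CPM on the east side of the first day, and 13.3 ± 1.84 and 7.02 ± 0.887 CPM on the second (log2 difference of the fold changes 1.95, standard error 0.36, edgeR adjusted p = 0.0385). Each of the 3 genes passed in 2 of 5 alternatives that did not pair the libraries, with an edgeR adjusted p from 0.0274 to 1.00 for the genes at ZT12 and from 0.0394 to 0.907 for the gene at ZT20. With the pairs as a block, also chosen after seeing the data, the test found 0 genes at ZT12, 1 at ZT16 and 16 at ZT20. The calls at ZT12 are thus lost where the numbers pair the libraries. At ZT20 the numbers do not pair all libraries.

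The 6 pairs at a time of day can be dealt to 2 days of 3 pairs in 10 ways, so no share of these ways can be under 0.05. With only the libraries of the time of day in the model, the real days gave 0 genes at ZT0, ZT4, ZT8, ZT12 and ZT20. There 10 of 10 ways gave as many, as any way must, so nothing is tested at ZT12 and ZT20, where the genes above were found. At ZT16 the real days gave 4 genes and the other ways at most 1 (1 of 10 ways, the real one, gave as many). Chance and a difference between the days cannot be told apart, because a count of 0 tests nothing and 3 pairs per day are too few. Weather and plant age on the 2 days stay open as untested biological explanations.

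Between ZT8 and ZT16, the west minus east difference of both gene sets from phototropic stems changed. For the lit late genes (higher on the lit side at ZT15 and rising on that side from ZT9 to ZT18), it rose from -0.0498 to 0.492, a change of 0.541 in mean z-score (exact two-sided permutation p = 0.0022, the smallest the 6 and 6 pairs allow), with the west side higher in 2 of 6 pairs at ZT8 and 6 of 6 at ZT16. For the rapid phototropic genes it rose from -0.274 to 0.369, a change of 0.643 (exact two-sided permutation p = 0.0022), with 0 of 6 and 6 of 6 pairs. Unequal depth of the sides would disappear at equal depth. With the reads of each pair thinned to equal depth, the changes were 0.520 for the lit late genes and 0.630 for the rapid phototropic genes, which argues against library depth as the cause. Sequence composition and reads shared between similar genes were not tested for these sets. A change of growth from the east side by day to the west side by night, as the paper describes it, may underlie the pattern and stays a hypothesis, since the stems' growth was not measured in these libraries.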

How the results depend on the processing

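Each value was recomputed under each alternative. Of 568 recomputed comparisons, 415 stayed within 1.5 times the count or on the same side of the threshold with the same direction, 100 moved, 30 became weaker, 6 stronger and 17 reversed. Of 943 recomputed values of single genes and gene lists, 833 were the same, 70 became weaker, 12 stronger, 28 moved and 0 reversed. Where no cause is given, the cause was not tested.

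The paired model (replicate block) raised the numbers of differentially expressed genes. In heliotropism it gave 404 genes at ZT0, 534 at ZT4, 1782 at ZT8, 2782 at ZT12, 4289 at ZT16 and 3115 at ZT20, against 19, 52, 540, 613, 1983 and 1216 without the block. At ZT0 and ZT20 the numbers do not pair all libraries. In phototropism it gave 0 genes at ZT3 against 1, 6777 at ZT4 against 3532, 8616 at ZT5 against 4608, 12189 at ZT7 against 7599, 11988 at ZT9 against 7268, 10347 at ZT12 against 5451, 6532 at ZT15 against 2525, 5681 at ZT18 against 2124 and 5711 at ZT21 against 2030. The lit late genes were 312 against 137, the share of differences at night 57.4% against 72.3%, and the interaction of day and side gave 0 genes at ZT12, 1 at ZT16 and 16 at ZT20 (alternative chosen after seeing the data) against 2, 0 and 1. The overlap of ZT4 shaded and ZT15 lit turned to an odds ratio of 1.02 against 0.789. The block also made significant TOC1-like Ha412HOChr02g0065721 at ZT20 (log2 fold change -0.29) and 4 other comparisons of clock gene homologs, and 3 list tests (ribosome biogenesis and cytoplasmic translation at ZT5 and cell wall organization at ZT18). Of the 47 comparisons of named genes recomputed under each alternative, it made 3 significant that were not (IAA4-like Ha412HOChr10g0435441 and PIN7-like at phototropism ZT4 and ARF19-like at heliotropism ZT16) and changed no other call. Outside these, LNG1-like at heliotropism ZT12 became significant as well. For the mean z-scores, sides exchanged within 6 pairs allow no p under 0.0312, so each of the 9 differences that passed after adjustment over 18 comparisons had a Benjamini-Hochberg adjusted p of 0.0625 and none passed. Removing the variation shared by the libraries of a pair lowers the spread against which the sides are compared.

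With DESeq2 in place of edgeR, the numbers were 52 at heliotropism ZT0 (37 west, 15 east, against 11 and 8), 130 at ZT4 (53 west, 77 east, against 8 and 44), 999 at ZT12 and 3 at phototropism ZT3 (2 shaded, 1 lit). The odds ratio of ZT4 shaded and ZT15 lit was 0.759 and passed 0.05. With only the libraries of the time point in the model, the numbers were 322 at heliotropism ZT8, 63 at ZT20, 0 at phototropism ZT3 and 1694 at ZT4, there were 51 rapid phototropic genes, and the odds ratio of ZT4 shaded and ZT15 lit was 1.03. Fewer libraries then estimate the spread, but this alone cannot account for the changes. The same setting gave more genes at phototropism ZT15 (3018 against 2525) and ZT18 (2353 against 2124), and 193 against 137 lit late genes. Without the filter on low counts that odds ratio was 1.10, and with unrounded counts above 10 (chosen after seeing the data) 0.758, which passed 0.05. With the day as a term, heliotropism gave 52 genes at ZT0, 186 at ZT4, 938 at ZT8, 1289 at ZT12 and 1935 at ZT20, and a share at night of 65.8%.

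On day 1 alone, heliotropism gave 37 genes at ZT0, 29 at ZT4, 283 at ZT8, 115 at ZT12, 664 at ZT16 and 75 at ZT20, with a share at night of 61.4%. On day 2 alone, it gave 5, 3, 109, 168, 701 and 590 genes and a share of 81.9%. Each day has 3 libraries per side. The mean z-score differences of the rapid phototropic genes on day 1 were 0.00736 at ZT0 and -0.0344 at ZT20, and that of the lit late genes 0.0183 at ZT8, with the opposite sign to both days combined. On day 2, the lit late genes had -0.0593 at ZT0 and 0.0865 at ZT20, again with the opposite sign.

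A q under 0.01 gave 759 genes with acrophases more than 3 hours apart against 1375 and 430 with different amplitudes against 813, since fewer genes then count as rhythmic. PC1 and PC2 were 22.2% and 15.8% with scaled genes, 19.7% and 17.7% with a prior count of 1, 20.0% and 17.9% without the filter, and PC1 was 22.2% with the authors' gene filter on unrounded counts (chosen after seeing the data). With z-scores of log2(CPM + 1), the difference of the differently phased genes was 0.0216 at phototropism ZT4, of the opposite sign, and 0.199 at ZT15, no longer significant after adjustment, that of the different amplitude genes was 0.168 at ZT4 and became significant, and that of the rapid phototropic genes at heliotropism ZT20 was -0.0292, of the opposite sign. With RLE normalization that of the lit late genes at ZT20 was 0.0140, of the opposite sign. Of the 87 list tests, 28 passed with the estimated correlation against 57, while 58 kept their side of the threshold and 29 fell below it. With fry 11 fell below it.

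Leaving out 1 replicate leaves 2 libraries per side and day in heliotropism and 5 per side in phototropism. In heliotropism the ranges were 1 (without replicate 2) to 4 (without replicate 1) genes at ZT0, 10 (without replicate 3) to 13 (without replicate 1) at ZT4, 84 (without replicate 2) to 174 (without replicate 1) at ZT8, 114 (without replicate 1) to 213 (without replicate 3) at ZT12, 534 (without replicate 3) to 835 (without replicate 1) at ZT16 and 71 (without replicate 2) to 639 (without replicate 1) at ZT20. In phototropism they were 0 (without replicate 4) to 1 at ZT3 and 1349 (without replicate 1) to 1751 (without replicate 5) at ZT21, and within 1.5 times the number in each fit from ZT4 to ZT18. Rapid phototropic genes were 86 (without replicate 3) to 149 (without replicate 5), lit late genes 65 (without replicate 1) to 99 (without replicate 5), genes with different acrophases 829 (without replicate 2) to 993 (without replicate 3) and with different amplitudes 502 (without replicate 2) to 560 (without replicate 3). The share at night was 73.4 (without replicate 3) to 82.9 (without replicate 1) percent, PC1 22.6 (without replicate 1) to 22.9 (without replicate 2) percent and PC2 20.1 (without replicate 2) to 20.8 (without replicate 3) percent. The odds ratio of ZT4 shaded and ZT15 lit was 0.511 (without replicate 1) to 0.972 (without replicate 2), significant in 3 of 6 fits, and each of the other 5 overlaps kept an odds ratio above 1 and its side of 0.05. The interaction of day and side gave 0 to 1 gene (without replicate 2) at ZT8, 0 (without replicate 2) to 2 at ZT12 and 0 (without replicate 1) to 1 at ZT20.

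For mean z-scores in phototropism, the ranges of the differently phased genes were -0.0731 (without replicate 6) to 0.0542 (without replicate 4) at ZT4, the latter with the opposite sign, 0.449 (without replicate 6) to 0.591 (without replicate 1) at ZT9 and 0.168 (without replicate 5) to 0.266 (without replicate 1) at ZT15, where significance after adjustment was lost in 5 of 6 fits (and at ZT9 in 3 of 6). Those of the different amplitude genes were 0.0716 (without replicate 6) to 0.155 (without replicate 4) at ZT4, 0.184 (without replicate 6) to 0.249 (without replicate 1) at ZT9, where significance was lost in 3 of 6 fits, and 0.00866 (without replicate 4) to 0.0917 (without replicate 1) at ZT15. Fewer libraries allow fewer permutations and so larger p values. In heliotropism, the ranges of the rapid phototropic genes were -0.0935 (without replicate 1) to 0.0275 (without replicate 3) at ZT0, -0.138 (without replicate 2) to -0.110 (without replicate 1) at ZT4, -0.305 (without replicate 3) to -0.257 (without replicate 1) at ZT8, 0.0360 (without replicate 3) to 0.168 (without replicate 1) at ZT12, 0.319 (without replicate 3) to 0.396 (without replicate 2) at ZT16 and -0.00243 (without replicate 1) to 0.0559 (without replicate 3) at ZT20. Those of the lit late genes were -0.00747 (without replicate 1) to 0.0751 (without replicate 3) at ZT0, -0.354 (without replicate 3) to -0.336 (without replicate 1) at ZT4, -0.0734 (without replicate 2) to -0.0327 (without replicate 1) at ZT8, 0.213 (without replicate 3) to 0.272 (without replicate 2) at ZT12, 0.433 (without replicate 3) to 0.513 (without replicate 1) at ZT16 and -0.0491 (without replicate 1) to 0.0232 (without replicate 2) at ZT20. Where a range crosses 0, the sign rests on single replicates. In heliotropism, 4 against 4 libraries remain, and significance was lost wherever it had been reached with 6 against 6, which the smaller number of permutations alone can bring about.

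Of 564 recomputed log2 fold changes of the named genes (47 genes and time points), 525 kept their side of the threshold, 30 became weaker, 9 stronger and 0 reversed. RLE normalization and unrounded counts above 10 changed none of 47 calls each, DESeq2 made 2 stronger, and 16 of 237 values with 1 replicate left out became weaker.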

Differences from the paper's values

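At heliotropism ZT12, 218 genes were higher on the west side here, while the paper shows about 400 in Fig 2J (read by eye), and 395 were higher on the east side here, while the paper shows about 220 in Fig 2J (read by eye). The values come close to the paper's with the sides exchanged at this time of day (395 against about 400 and 218 against about 220). Among the alternatives set before the data were examined, those within 1.5 times the paper's value were DESeq2 (377) and the day as a term (497) for the west side. Those outside it were RLE normalization (223), day 1 (39), day 2 (52), no filter (173), only the libraries of the time of day (152), the replicate block (1127) and without replicate 1, 2 and 3 (52, 57 and 63). For the east side, only the libraries of the time of day (274) and without replicate 3 (150) lay within it, while DESeq2 (622), RLE normalization (422), day 1 (76), day 2 (116), the day as a term (792), no filter (348), the replicate block (1655) and without replicate 1 (62) and 2 (105) did not. No alternative came within 1.5 times for both sides. Unrounded counts above 10, chosen after seeing the values, gave 223 and 398.

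The other values compared lay within 1.5 times the paper's. With the authors' deposited CPM, an alternative chosen after seeing the values, the number of genes tested (34071), of genes rhythmic on both sides (21325), of acrophase differences (1369) and of amplitude differences (811) equaled the paper's.

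The paper describes the 3 groups of differently phased genes as more highly expressed on the shaded side of phototropic stems. The group with a west acrophase from ZT8 to ZT16 was lower on the shaded side here from ZT7 to ZT12, with mean z-score differences of -0.258 at ZT7, -0.184 at ZT9 and -0.127 at ZT12. Later it was higher on the shaded side in 6 of 6 pairs, by 0.0892 at ZT15, 0.210 at ZT18 and 0.142 at ZT21. The exact two-sided permutation p was 0.160, 0.0022 and 0.0801. With the sides exchanged within pairs it was 0.0312 at each of these times, the smallest possible.

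The paper reports small but statistically significant overlaps between all pairs of its 4 categories. Here the overlap of the genes higher on the shaded side at ZT4 and on the lit side at ZT15 was not significant (odds ratio 0.789). With DESeq2 (0.759), and with unrounded counts above 10 (0.758), chosen after seeing the values, it was significant but also below 1, as without replicate 1, 3 and 6 (0.511, 0.634 and 0.562), while it was above 1 and not significant in the paired model, without the filter and with only the libraries of the time points.

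The paper lists IAA4-like and PIN7-like among the genes rapidly induced on the shaded side and gives the IDs Ha412HOChr10g0435441 and Ha412HOChr01g0004341 for IAA4-like. Here Ha412HOChr01g0004341 was significant at ZT4 (log2 fold change 1.65, edgeR adjusted p = 1.17e-07) and in each of the 12 alternatives. The log2 fold changes of Ha412HOChr10g0435441 and PIN7-like at ZT4 were 0.45 and 0.94 and neither was significant. In the paired model both of these were. PIN7-like also was with DESeq2, with only the libraries of the time point and without replicate 2.

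The paper states that most genes rhythmic on 1 side only are removed by stricter thresholds. Here 2471 of 4025 and 1345 of 2531 remained rhythmic on their side at a q under 0.01. Most were removed at a q under 0.001, where 1303 and 593 remained, and at a q under 0.0001, where 679 and 244 remained, both chosen after seeing the values.

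The paper reports cell wall genes on the west side at night. The xyloglucan and cell wall biogenesis lists tested here were higher on the west side at ZT16 but did not differ at ZT20 in any of the list tests (median log2 fold changes -0.13 and -0.06). The paper reports no enrichment of auxin signaling on the lit side at ZT15, and the list from field-grown stems was higher there (median log2 fold change -0.88 shaded over lit). It holds only genes that differed between the sides in the field. The paper reports no enrichment of auxin signaling and response on the east side by day. The list for another auxin term, basipetal auxin transport, was higher on the east side at ZT8 (median log2 fold change -0.33, camera). That call did not hold in each alternative, and none of its genes passed over all genes tested. The list holds only genes higher on the shaded side at ZT4. The xyloglucan, cell wall biogenesis and gibberellic acid lists from that side were higher on the east side as well, so the direction is not particular to auxin.

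The paper finds no difference of clock gene homologs between the sides. Here 0 of 84 comparisons were significant (9 at an unadjusted p under 0.05), but 5 were in the paired model, 2 with DESeq2, 2 with the day as a term, 2 on the first day alone and 1 without replicate 1. The paper describes LNG1-like as higher on the east side from ZT4 to ZT8 and on the west side from ZT12 to ZT16. At ZT4 and ZT12 its log2 fold changes here, -0.37 and 0.42, were not significant. The latter was in the paired model and with the day as a term.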

Other observations

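Of the tests below, the draws of sides and times for the rhythms, the tests of a phase lead, the correlations between experiments, the use of the rapid phototropic genes for a shared program, the second exchanged side of the overlaps and the use of day numbers in place of thinning were chosen only after the result was seen.

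With the sides exchanged within pairs in 32 ways, the real sides gave the most differentially expressed genes in 1 of 32 ways, the real one, at phototropism ZT4, ZT5, ZT7, ZT9, ZT12, ZT15, ZT18 and ZT21 and at heliotropism ZT4, ZT8, ZT12 and ZT16. The real sides gave from 1694 (ZT4) to 6905 genes (ZT9) in phototropism with only the libraries of the time point in the model, and no other way gave more than 1. In heliotropism they gave 40 at ZT4, 322 at ZT8, 426 at ZT12 and 1725 at ZT16. At ZT0 and ZT20, 1 of 100 random splits, the real one, gave as many (15 and 63, at most 1 in the others). At phototropism ZT3, 32 of 32 ways gave as many, since the real sides gave 0 genes (326 at an unadjusted p under 0.05). A grouping by chance is therefore unlikely to explain the differences after ZT3 (1 of 32). The same held for the rapid phototropic genes, the lit late genes and the shared genes of the 6 overlaps, each with 1 of 32 ways as large, but other ways gave almost no differentially expressed genes, so their shared counts were near 0 by construction.

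The list tests fared less well. In heliotropism 28 list tests passed with the real sides, at most 26 in the other ways (1 of 32 as large), but the median of the other ways was 11. In phototropism 32 list tests passed with the real sides, at most 33 in the other ways, with a median of 26, and 3 of 32 ways gave as many. The number of list tests passing in phototropism could thus come from a grouping of the pairs by chance (3 of 32). With sides exchanged in only some pairs, part of the real difference can remain, so these ways are no background without a difference. Genes of a list may also move together more than the preset correlation of camera allows. The exchanges cannot separate these causes, so a camera p alone stays weak evidence for a list.

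With the sides of pairs exchanged at random, 1 of 100 draws, the real one, gave as many genes with acrophases more than 3 hours apart (1375, median 199 and at most 704 in the others) and 1 of 100 as many with amplitudes more than 2-fold apart (813, median 88 and at most 386). With times shuffled, 1 of 100 draws, the real one, gave as many genes rhythmic on both sides (21366, a median of 0 in the others). A grouping by chance is unlikely as the source of these numbers (1 of 100), though the draws show that some of the genes with different acrophases or amplitudes are what unequal replicates give by themselves.

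If genes with high expression were significant more often in any comparison, pairings with 1 of the 2 sides exchanged would overlap as much. With the first side exchanged, the odds ratios were 0.443 (ZT4 lit and ZT16 west), 0.171 (ZT4 lit and ZT8 east), 0.106 (ZT15 shaded and ZT16 west), 0.220 (ZT15 shaded and ZT8 east) and 0.116 (ZT8 west and ZT16 west). With the second side exchanged, they were 2.13 (ZT4 shaded and ZT16 east), 0.706 (ZT4 shaded and ZT8 west), 2.37 (ZT15 lit and ZT16 east), 13.7 (ZT15 lit and ZT8 west) and 3.91 (ZT8 east and ZT16 east). For ZT4 shaded with ZT16 west (7.02), ZT4 shaded with ZT8 east (10.0) and ZT8 east with ZT16 west (31.4), both are smaller than the overlap itself, so expression level is unlikely as their whole cause. For ZT15 lit with ZT16 west (2.04) and with ZT8 east (2.97), 1 exchanged pairing is larger and 1 is below 1, so a link to the sides and expression level cannot be told apart. For ZT4 shaded and ZT15 lit the test decides nothing, because the overlap shows no excess (ZT4 lit and ZT15 lit 14.6).

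The first day was sequenced more deeply than the second (medians of 19204457 and 12707573 counts). At ZT20 the first day alone gave 75 genes and the second 590. Deeper sequencing of the first day is unlikely to explain this, as the deeper day gave fewer genes (75). At ZT16 the days gave 664 and 701 genes, and depth and chance cannot be told apart there, because the numbers are close. Thinning the first day to the depth of the second gave medians of 51 genes at ZT20 and 530 at ZT16. It decides nothing there, because it takes reads from the day that already has fewer genes. At ZT0, ZT4 and ZT8 the first day gave more genes than the second (37 against 5, 29 against 3 and 283 against 109). Thinned, it still gave medians of 29, 30 and 265 genes (lowest 27, 29 and 214), which argues against depth as the cause at these times. No biological explanation of the difference between days was tested.

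A west side that runs ahead of the east side in the daily cycle may explain side differences at night. The west minus east difference of one day would then follow the change over time of the other day. The mean correlation across 34315 genes was 0.0359 at ZT16 (sign flips of the 6 pairs, exact two-sided p = 0.156, positive in 5 of 6 pairs) and -0.00923 at ZT20 (exact two-sided p = 0.563, 3 of 6). At ZT0, ZT4, ZT8 and ZT12 it was 0.0406, -0.0119, -0.0524 and 0.0347. Adjusted over these 6 correlations by the Benjamini-Hochberg method, the exact p ranged from 0.469 to 0.563. Genes are not independent replicates, and at ZT0 and ZT20 the numbers do not pair all libraries. A phase lead and no lead cannot be told apart with 64 sign patterns and correlations of this size.

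Shaded minus lit differences in phototropism may share a program with the faster growing side in the field. Across 32300 genes, the difference at phototropism ZT4 correlated with west minus east at heliotropism ZT8 with r = -0.179 (sign flips of the pairs of both experiments, exact two-sided, Benjamini-Hochberg adjusted p = 0.0198 over 54 correlations) and at ZT16 with r = 0.0799 (adjusted p = 0.157, exact). At phototropism ZT3, as the light was switched on and 1 gene differed between the sides, the correlation with heliotropism ZT0 also passed (r = -0.114, adjusted p = 0.0226, exact). That of ZT3 with ZT8 did not (r = -0.00587, adjusted p = 0.916, exact), nor that with ZT16 (r = -0.0322, adjusted p = 0.402, exact). The rapid phototropic genes, chosen at phototropism ZT4, were higher on the east side at ZT8 (mean z-score difference -0.274, exact permutation, Benjamini-Hochberg adjusted p = 0.0111 over 18 comparisons) and on the west side at ZT16 (0.369, adjusted p = 0.00779 by the same method), each in 6 of 6 pairs, and ZT4 shaded and ZT16 west shared 289 genes (odds ratio 7.02). These values are consistent with a program shared by the shaded side at ZT4 with the east side at ZT8 (-0.274) and the west side at ZT16 (0.369), though over all genes the correlation of ZT4 with ZT16 did not pass. From ZT5 to ZT9 the correlations were larger, with r = -0.263, -0.270 and -0.226 for ZT8 and 0.238, 0.238 and 0.243 for ZT16 (adjusted p from 0.0151 to 0.0188, exact), and at ZT18 that for ZT16 was -0.119 (adjusted p = 0.0264, exact). At heliotropism ZT4, also by day, phototropism ZT7, ZT9, ZT12 and ZT15 went toward the west side (r = 0.142, 0.139, 0.156 and 0.163, adjusted p from 0.0151 to 0.0226, exact). At heliotropism ZT12 the same time points went toward the east side (r = -0.194, -0.168, -0.181 and -0.146, adjusted p from 0.0158 to 0.0226, exact). A link to the east side thus did not hold at each time by day. Between times of day in the field, 15 correlations were computed, among them r = -0.166 for ZT8 and ZT16, 0.189 for ZT8 and ZT12, 0.235 for ZT16 and ZT20 and -0.127 for ZT12 and ZT20 (exact sign flips, Benjamini-Hochberg adjusted p = 0.0117 each). All correlations are across genes, which are not independent replicates, and the sign flips at ZT20 rest on numbers that do not pair all libraries.

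Lists at times of day that belong to no claim follow, with median log2 fold changes of west over east and, in brackets where given, the range of adjusted p over fry, camera with estimated correlation and the paired camera test. At ZT20 the blue light list (-1.22, 10 of 11 genes tested, camera adjusted p = 6.59e-19 [from 5.95e-16 to 0.00102]) and the UV-A list (-1.22, camera adjusted p = 8.69e-19 [from 4.70e-16 to 0.00120]) were higher on the east side in 6 of 6 pairs. Of each list 7 genes were differentially expressed, and 9 when adjusted over the list alone. The UV-A list was higher on the west side at ZT12 in 5 of 6 pairs (0.45, camera adjusted p = 0.00168 [from 0.00265 to 0.256]) and did not differ at ZT16 (0.31, camera adjusted p = 0.634). The red, far-red list was higher on the east side at ZT16 in 6 of 6 pairs (-0.12, camera adjusted p = 0.0381 [from 0.0388 to 0.245]). It did not differ at ZT12 (-0.02, camera adjusted p = 0.377) or ZT20 (-0.10, camera adjusted p = 0.118).

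The xyloglucan list was higher on the west side at ZT0 in 6 of 6 pairs (0.14, camera adjusted p = 4.83e-04 [from 0.00185 to 0.104]). In it 1 gene was differentially expressed (Ha412HOChr05g0208191, chosen after its values were seen), and 5 were when adjusted over the list alone. At ZT4 it was higher on the east side in 5 of 6 pairs (-0.29, camera adjusted p = 0.0414 [from 0.0364 to 0.349]). Cell wall biogenesis was higher on the west side at ZT0 in 5 of 6 pairs (0.06, camera adjusted p = 0.0105 [from 0.0213 to 0.191]) and did not differ at ZT4 (-0.29, camera adjusted p = 0.0779). Basipetal auxin transport did not differ at ZT0 (-0.05, camera adjusted p = 0.477), ZT12 (-0.07, camera adjusted p = 0.858) or ZT20 (0.03, camera adjusted p = 0.344). Nor did gibberellic acid mediated signaling at ZT0 (-0.04, camera adjusted p = 0.105), ZT12 (0.03, camera adjusted p = 0.730) or ZT20 (0.07, camera adjusted p = 0.344). In phototropic stems (shaded over lit), cell wall organization did not differ at ZT15 (-0.13, camera adjusted p = 0.168) or ZT21 (0.01, camera adjusted p = 0.836). At ZT21 neither ribosome biogenesis (0.02, camera adjusted p = 0.942) nor cytoplasmic translation (0.08, camera adjusted p = 0.213) differed.

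The reference genes of the paper's qPCR were looked up as well. EF1a Ha412HOChr11g0495951 was higher on the shaded side in 6 of 6 pairs at ZT7 (log2 fold change 0.36, edgeR adjusted p = 0.0196), ZT9 (0.40, edgeR adjusted p = 0.00990), ZT12 (0.34, edgeR adjusted p = 0.0389) and ZT15 (0.36, edgeR adjusted p = 0.0483), and did not differ between the sides in heliotropism. It was rhythmic on the east side (cosinor q = 2.88e-08) but not on the west side (q = 0.107), which does not show that the sides differ. UBC21 Ha412HOChr06g0274091 did not differ at any time in either experiment.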
